# Transcription Factor Klf4, Induced in the Lung by Oxygen at Birth, Regulates Perinatal Fibroblast and Myofibroblast Differentiation

**DOI:** 10.1371/journal.pone.0054806

**Published:** 2013-01-23

**Authors:** Jyh-Chang Jean, Elizabeth George, Klaus H. Kaestner, Lou Ann Scism Brown, Avrum Spira, Martin Joyce-Brady

## Abstract

The fluid-filled lung exists in relative hypoxia *in utero* (∼25 mm Hg), but at birth fills with ambient air where the partial pressure of oxygen is ∼150 mm Hg. The impact of this change was studied in mouse lung with microarrays to analyze gene expression one day before, and 2, 6, 12 and 24 hours after birth into room air or 10% O_2_. The expression levels of >150 genes, representing transcriptional regulation, structure, apoptosis and antioxidants were altered 2 hrs after birth in room air but blunted or absent with birth in 10% O_2_. Kruppel-like factor 4 (Klf4), a regulator of cell growth arrest and differentiation, was the most significantly altered lung gene at birth. Its protein product was expressed in fibroblasts and airway epithelial cells. Klf4 mRNA was induced in lung fibroblasts exposed to hyperoxia and constitutive expression of Klf4 mRNA in Klf4-null fibroblasts induced mRNAs for p21^cip1/Waf1^, smooth muscle actin, type 1 collagen, fibronectin and tenascin C. In Klf4 perinatal null lung, p21^cip1/Waf1^mRNA expression was deficient prior to birth and associated with ongoing cell proliferation after birth; connective tissue gene expression was deficient around birth and smooth muscle actin protein expression was absent from myofibroblasts at tips of developing alveoli; p53, p21^cip1/Waf1^ and caspase-3 protein expression were widespread at birth suggesting excess apoptosis compared to normal lung. We propose that the changing oxygen environment at birth acts as a physiologic signal to induce lung Klf4 mRNA expression, which then regulates proliferation and apoptosis in fibroblasts and airway epithelial cells, and connective tissue gene expression and myofibroblast differentiation at the tips of developing alveoli.

## Introduction

The lung is subject to major environmental changes in oxygen tension at birth when there is a rapid replacement of fluid, which filled the lung *in utero,* with ambient air during the first few breaths [1]. Antioxidant gene induction in the fetal lung late in gestation is believed to protect against injury associated with this dramatic change in oxygen tension [2]–[4]. In addition, environmental stimuli at birth, like alveolar oxygen tension, may serve a physiologic signal to initiate expression of genes involved with development of the postnatal lung [1], [5].

To pursue this latter role, we used gene expression arrays to compare birth-related lung gene expression changes in late fetal and newborn mice delivered into room air and 10% oxygen. The gene with the most dramatic change at birth is transcription factor Kruppel-like factor 4. Klf4 regulates cellular proliferation and differentiation [6]–[8]. The critical role of Klf4 in epithelial cell differentiation was revealed by targeted deletion of the mouse Klf4 gene as barrier function in the epidermal layer of the skin was disrupted leading to dehydration and death within 15 hours after birth [9]. Epithelial cell proliferation in the skin was not affected, nor was apoptosis. This early postnatal lethality did not appear to involve loss of Klf4 expression from other organ systems [9]. In some tissues, this ability of Klf4 to regulate cell proliferation and differentiation is directly opposed by Klf5, another Kruppel-like family member. This competitive duel has been described specifically in intestinal epithelial cells and vascular smooth muscle cells [10] but it is not known to occur in the lung. However, conditional deletion of Klf5 from lung epithelial cells has revealed a critical role for Klf5 in perinatal lung development as its loss produced a lethal phenotype at birth with impaired alveolar epithelial cell maturation, surfactant deficiency and insufficiency of alveolar gas exchange surface. Lung epithelial cell proliferation was not affected [11]. Since Klf4 is known to function as a regulator of cell proliferation and differentiation and to be expressed in the normal fetal and newborn lung [6], [7], we hypothesized that it responds to the changing oxygen environment at birth to regulate these cellular processes given that Klf4 messenger RNA changed so dramatically in the lung at birth.

In this study we use microarrays to show that birth into 21% oxygen is associated with a change in the level of expression of many genes in the lung representing transcriptional regulation, structure, apoptosis and antioxidant activity. These changes in the lung are dramatically attenuated with birth into 10% oxygen, and are not seen in the liver at birth in room air, suggesting that the changes are in response to the rise in alveolar oxygen. Transcription factor Klf4 is the gene that exhibited the greatest change in perinatal lung gene expression. Its messenger RNA is induced 5-fold in vivo and we show that it can respond to hyperoxia in lung fibroblasts at a transcriptional level in vitro, independent of protein synthesis. While Klf4 protein is expressed in fibroblasts and epithelial cells, we show that Klf4 expression is required for fibroblast function in vivo using lung tissue and fibroblasts from the Klf4 null mouse. In the absence of Klf4, messenger RNA for p21^cip1/Waf1^, a mediator of Klf4 growth arrest activity [10], is decreased in the fetal lung at day 19 of gestation and lung cells continue to proliferate at birth. Connective tissue genes expressed by fibroblasts are Klf4 regulated. These include smooth muscle actin, fibronectin, tensacin C and type 1 collagen. With loss of Klf4 expression, their level of mRNA expression is decreased in the fetal lung and the lung at birth, specifically in lung myofibroblasts. Klf4 also inhibits p53 mediated apoptosis [12]. Klf4 absence is associated with excess apoptosis in fibroblasts and epithelial cells in the Klf4 null lung at birth compared to normal lung, assessed by nuclear expression of p53, p21^cip1/Waf1^ and caspase-3. The change in alveolar oxygen at birth appears to serve as a signal that activates gene expression at birth, particularly Klf4 mRNA expression. Loss of this growth arrest and differentiation-related gene leads to persistent cell proliferation, excessive apoptosis, and impaired fibroblast differentiation in the perinatal lung.

## Materials and Methods

### Ethics Statement

This study was performed in strict accordance with the recommendations in the Guide for the Care and Use of Laboratory Animals on the National Institutes of Health. The Institutional Animal Care and Use Committee of Boston University School of Medicine approved this protocol (Protocol number AN-14284). All surgery was performed under sodium pentobarbital anesthesia, and all efforts were made to minimize suffering.

### Mouse Protocol

Timed-pregnant C57B/6J dams were obtained from Jackson Laboratories (Bar Harbor, ME) at day 15 of gestation and individually housed in a constant temperature and humidity environment with a 12∶12 light: dark cycle. Some were sacrificed six days later to harvest lung and liver at the end of gestation (day 21). Others were monitored until parturition and newborn lung and liver were harvested at 2, 6, 12 and 24 hours after birth. A separate group of pregnant dams were placed in a 10% oxygen environment using a glove bag six days after arrival from Jackson Laboratories [13]. Some dams were sacrificed after 12 hours in 10% oxygen, and lung tissue was harvested from fetuses to assess the status of baseline fetal measures at the end of gestation (day 21), while other dams were monitored until parturition and newborn tissues samples were obtained at the same times as above. All dams, fetuses and newborns survived in 10% oxygen. Mice were sacrificed using a lethal intra-peritoneal dose of sodium pentobarbital, and rapidly dissected to obtain lung and liver samples.

### Microarray Studies

Total RNA was harvested from snap frozen tissue samples (n = 3 for each time point), processed, and hybridized to Affymetrix MGU74Av2 arrays [14], [15]. Microarray data were analyzed using Affymetrix Microarray Suite 5.0 software (MAS5.0), and target intensity for each chip was set to 100 for normalization. All chips had detection p values less than 0.05 for approximately 40% of probes with Gapdh 3′:5′ ratio of ∼1. The detection p-value defined by MAS5.0 was used as a quality control filter and only genes with median detection p<0.05 across all samples were considered for further statistical and computational analyses. Information about genes on the array can be found on the Affymetrix website (http://www.affymetrix.com/analysis/downloadcenter.affx). A two-sample t-test (p<0.01) was used to identify genes differentially expressed between the baseline level of expression just prior to birth (fetal day 21, F21) and each of the time points after birth. The potential for a type 2 error exists due to the presence of multiple comparisons in array data. Current methods to adjust for multiple comparisons, such as Bonferroni correction, are too conservative and break down quickly in the setting of microarrays [16]. The Bonferroni correction also assumes independence of the different tests, which is unlikely to hold true in the microarray setting where multiple genes are co-regulated. Our p<0.01 threshold was selected to limit the false discovery rate, and we compared the number of genes at this threshold with the expected number of false positives under the null hypothesis so as to estimate the overabundance of information in the analyzed dataset [17]. We recognize that there may still be false positives in our gene sets, so genes of interest, identified as differentially expressed by microarray, were confirmed experimentally. Hierarchical clustering was performed on genes that changed between F21 and 2 h and 6 h after birth lung in room air using CLUSTER and TREEVIEW programs (http://rana.lbl.gov/EisenSoftware.htm). The analysis was performed with normalized, median-centered data using an un-centered Pearson correlation similarity metric and average linkage clustering. Functional categories that were overrepresented among these genes were identified using GoMiner [18] and EASE [19]. Microarray data are deposited in the NCBIs Gene Expression Omnibus (GEO, http://www.ncbi.nlm.nih.gov/geo/), and are accessible through GEO Series accession number GSE4310.

### Klf4 Validation Studies

Microarray results for Klf4 were confirmed by Northern analysis, normalized to 18S by quantifying absolute counts on a PhosphorImager [20], [21], and immunohistochemistry with a commercial antibody against Klf4 (Santa Cruz Biotechnology, Santa Cruz, CA) using standard methodology in paraffin-embedded tissues [22], [23]. The effect of oxygen on Klf4 mRNA expression was determined by exposing the newborn mouse mesenchymal cell line MLg to an atmosphere of 95% oxygen in modular incubator chambers as described [5], [24]. MLg cells were obtained form ATCC (catalogue CCL-206). Actinomycin D and cycloheximide were added to hyperoxia-exposed MLg cells to determine if Klf4 messenger RNA induction was affected by synthesis of RNA or protein, respectively. Glutathione disulfide (GSSG) was measured in tissues by HPLC to determine if oxidant stress was present in perinatal tissues and expressed as nmol/mg tissue as described previously [13].

#### Analysis of Klf4 null mouse lung fibroblasts and lung tissue

Lung tissue from Klf4 null mice were obtained from the laboratory of Dr. Klaus H. Kaestner [25]. Klf4 null fibroblast cells (Fib-Klf4) were produced in The Pulmonary Center laboratory by selecting from a mixed population of trypsin-dispersed Klf4 null lung cells transfected with the pTargeT expression vector from Promega Corporation (Madison, WI) containing an SV40TAg cDNA insert and the neomycin phosphotransferase gene. Cells were passaged, isolated and then characterized for smooth muscle actin, type 1 collagen, vimentin, surfactant protein-C, cytokeratin 8 messenger RNA expression by Northern blot analysis. Murine lung epithelial (MLE) cells (ATCC catalogue CRL-2110) served as the control for the epithelial cell phenotype and MLg cells served as the control for the fibroblast phenotype [26].

To identify Klf4 target genes, the pTargeT vector contained a Klf4 cDNA insert was transfected into these Klf4 null cells to generate Fib+Klf4 cells. These Fib+Klf4 cells were selected for stable expression of Klf4 and assayed for messenger RNA expression of p21^cip1/Waf1^, smooth muscle actin, fibronectin, tenascin C, type 1 collagen and fibronectin receptor beta (Itgb1, NM_010578) by Northern analysis in two independent experiments. Cells expressing empty vector were selected separately to serve as the negative control.

To determine the impact of Kfl4 deficiency on Klf4 target gene expression in vivo, lung tissue samples from Klf4 null mice (n = 3), and matched wild type littermate controls were also obtained from Dr. Kaestner’s laboratory at day 19 of gestation (F19) and 6 hours after birth in room air [25]. Tissue was immediately processed and transferred to the Pulmonary Center at Boston University School of Medicine for analysis. Gene expression in Klf4 null lung and normal lung was assessed by real time PCR using primers from the Applied Biosystems (Carlsbad, CA) website as described [23]. Paraformaldehyde-fixed tissue was dehydrated, embedded and sectioned for histological analyses in The Pulmonary Center laboratory of Dr. Joyce-Brady (Boston, MA).

#### Cell proliferation, apoptosis and smooth muscle actin protein expression 6 h after birth

Cellular proliferation was assessed by immunohistochemistry using antibodies against proliferating cell nuclear antigen (PCNA, FL-261, sc-7907). Cellular apoptosis was assessed by immunohistochemistry using antibodies against activate phosphorylated p53 (sc-18078-R, mSer20), p21^cip1/Waf1^ (C-19 sc-397) and caspase-3 (H-277, sc-7148) [27]. All antibodies were from Santa Cruz Biotechnology (Santa Cruz, CA). Messenger RNA expression for p21^cip1/Waf1^ was also assessed using real time PCR. Smooth muscle actin was localized with an alpha-smooth muscle actin monoclonal antibody (#A2547) from Sigma (St. Louis, MO) and a secondary fluorescent donkey anti-mouse antibody (Alexa Fluor 488: A21202) from Invitrogen (Grand Island, NY). All immunohistochemistry employed standard methodology with positive and negative controls as described previously [13], [27].

#### Statistics

Nominal data are presented as means and standard error from n = 3 experiments. Data were compared by ANOVA and Tukey’s honestly significant test for post hoc comparison of means using Statistica software package from StatSoft (Tulsa, OK). P<0.05 was considered significant.

## Results

### Transcriptional Profile of Gene Expression in the Lung at Birth

Informative expression signals were obtained from approximately 30% of the probes on the microarray, as measured by significant median detection p-value across all samples. 

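RNA of whole lung and liver from fetal and newborn C57BL/6J mice was measured on 33 Affymetrix MGU74Av2 arrays in 11 groups of 3. Lungs of room air were taken at fetal day 21 (F21) and at 2, 6, 12 and 24 h after birth, and lungs of 10% oxygen at F21, after 12 h of exposure of the dam, and at 2 and 6 h after birth. Livers of room air were taken at F21, 2 h and 6 h. The authors' deposited values are MAS5 signal intensities on a linear scale for 12488 probe sets, with each chip scaled to a target intensity of 100. Detection p-values were not used here, and a probe set was tested when it was among the top 40% of signals on its array in at least 3 arrays of the fit, which kept 6930 of 12422 probe sets for lung and 5691 for liver. Signals under 10 were set to 10 and compared on the log2 scale with limma over all lung groups or all liver groups, with Benjamini-Hochberg adjustment, and a probe set passed at an adjusted p under 0.05. The number of arrays limits the precision: of 200 changes added to simulated data, 21% of those of log2 1 and 70% of those of log2 2 were recovered in the comparison of lungs of room air at 2 h with F21. The same shares were 18% and 61% for lungs of 10% oxygen and 26% and 78% for liver. The lung shares rest on a spread taken over all lung groups. The lungs of 10% oxygen varied more than those of room air, so that their shares may be too high. Pearson's r between arrays of 1 group, across probe sets, was 0.896 to 0.950 in lungs of room air, 0.749 to 0.825 in lungs of 10% oxygen and 0.867 to 0.895 in liver. Gene lists were written before the data were examined. Of these, 38 were tested in lung and 35 in liver, with Fisher's exact test (one-sided) and with camera.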

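Within 2 h of birth in room air, the lung raised some genes that cells switch on within minutes of a stimulus, and some glucocorticoid and circadian genes. Dusp1, a phosphatase that shuts off MAP kinases, Nr4a1, an orphan nuclear receptor, Atf3, a stress transcription factor, and Sgk1, a kinase that raises sodium uptake by epithelia, were among them. Some transcripts of ribosomal proteins and of the mitochondrial respiratory chain fell. Of 36 immediate early genes tested, 9 rose, none fell and 27 did not pass in limma (18 higher and 1 lower when adjusted over the list alone). Dusp1 rose by log2 3.13 (standard error 0.43, adjusted p = 1.83e-04 in limma), from a signal of 169 ± 41.6 (SD) at F21 to 1560 ± 765. Nr4a1 rose by log2 3.66 (standard error 0.74, adjusted p = 0.00599 in limma), Atf3 by 3.04 (adjusted p = 0.0149, lost in 3 of 6 fits without 1 array, and 0.93 with an adjusted p of 0.623 at its other probe set) and Errfi1, an inhibitor of the EGF receptor, by 2.29 (adjusted p = 0.00847). The list held more changed genes than the 1.51 expected (Fisher's exact test, adjusted p = 2.33e-04), and camera placed it above other genes at an adjusted p of 1.63e-08 with a preset correlation and 0.144 with an estimated correlation, as for every other list named here. Of 24 glucocorticoid and circadian genes, 5 rose, among them Sgk1 by log2 2.87 (adjusted p = 0.00264) and the clock gene Per1 by 1.75, and Tef, a clock output factor, fell by 2.42 (8 higher and 1 lower when adjusted over the list alone, Fisher's exact test, adjusted p = 0.00468). Dusp1, at log2 3.13, counts among these 5 as well. Of 25 ribosomal protein genes, 10 fell and 15 did not pass (2 higher and 14 lower when adjusted over the list alone), with Rps10 at log2 -1.07 and Rpl19 at -1.04 (Fisher's exact test, adjusted p = 1.02e-06), but only 3 fell after quantile normalization. Of 44 genes of oxidative phosphorylation, 7 fell, such as Ndufa7, a subunit of complex I, at log2 -1.18, and 37 did not pass (1 higher and 16 lower when adjusted over the list alone, Fisher's exact test, adjusted p = 0.0205). The largest rise was that of the probe set of Ctrl, a chymotrypsin-like protease, at log2 4.86 (adjusted p = 2.87e-04 in limma), and the largest fall that of Smarcad1, a chromatin remodeler, at -2.96 (adjusted p = 1.65e-04). Of all falls, 104 lay in the brightest 10% of probe sets by F21 signal, whose median change was log2 -0.32, and 25 rises in the dimmest 10%, at a median of 0.51. The highest signal on these arrays was that of the surfactant gene Sftpc, with a mean of 47453 at F21 and 18767 at 2 h. Sftpc fell by log2 1.33 (adjusted p = 0.00425 in limma). In all, 294 of 6930 probe sets differed from F21, 102 higher and 192 lower (105 and 157 after quantile normalization), and leaving out 1 array at a time gave 106 (without the third 2 h array) to 265 (without the second). The signal of the BioB spike control was 226.6 to 529.4 at F21 and 258.8 to 501.4 at 6 h. It was 75.9 to 110.7 at 2 h, 73.9 to 99.5 at 12 h and 109.8 to 188.3 at 24 h. Whether array processing that differed between these times adds to the changes was not tested.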

Comparison of lung expression values at 21 days of gestation (F21) and with each time point after birth into room air revealed that the expression of 157 genes was significantly altered at 2 h (p<0.01). 

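Tmsb10, which encodes a protein that binds actin monomers, and Erdr1, a regulator of red cell differentiation, were among the lung genes that fell with the smallest p within 2 h of birth. Trim28, a co-repressor of transcription, fell by less. Tmsb10 fell by log2 1.74 (standard error 0.22, adjusted p = 9.43e-05 in limma) and Erdr1 fell by 2.41 (adjusted p = 2.87e-04, and -0.62 with an adjusted p of 0.315 at its other probe set). Trim28 was at log2 -0.75 (adjusted p = 0.00635 in limma). An unadjusted p under 0.01 was reached by 574 probe sets, against 69.3 expected by chance among those tested. The methods' test of the 2 groups gave 464 at this level on log2 signals and 453 on linear signals, and 22 passed after Benjamini-Hochberg adjustment. All 3 arrays of 1 group lay above all 3 of the other in 30.8% of probe sets, where chance gives 10%.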

Only 40 gene changes were expected by chance alone at this level of significance (**Figure 1**). 

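Among transcriptional regulators, Bach1, a heme-sensing repressor of antioxidant genes, Nr2f2, a nuclear receptor of veins and mesenchyme, and Klf6 rose in the lung at 2 h. Among genes of cell structure, the actin gene Actb and the tubulin gene Tubb5 fell while Cdh5, the cadherin of endothelial junctions, rose. Traf4, an adaptor of TNF receptor signaling, fell among genes of apoptosis. Of 192 transcriptional regulators, 11 rose, 3 fell and 178 did not pass in limma (17 higher and 3 lower when adjusted over the list alone), where 8.08 changes were expected (Fisher's exact test, adjusted p = 0.195). Bach1 rose by log2 1.56 (standard error 0.36, adjusted p = 0.0126), and the list lay above other genes in camera at an adjusted p of 0.0196, or 0.144 with an estimated correlation. Of 123 structure genes, 3 rose, 3 fell and 117 did not pass (the same counts when adjusted over the list alone, 5.18 expected, Fisher's exact test, adjusted p = 0.86). Actb was at log2 -1.67 (adjusted p = 0.0029 in limma) and Tubb5 at -1.15 (adjusted p = 0.0326), and Cdh5 rose with an adjusted p of 0.00997. Of 61 apoptosis genes, 2 rose, Traf4 fell by 1.29 (-0.18 at its other probe set, which did not pass) and 58 did not pass (4 higher and 2 lower when adjusted over the list alone, Fisher's exact test, adjusted p = 0.863). Of 46 antioxidant genes, none passed in limma, also when adjusted over the list alone, while 6 were higher and 2 lower at an unadjusted p under 0.05 and 1 passed the methods' test at 0.01. Fth1, the heavy chain of ferritin, had a log2 change of 0.57 (adjusted p = 0.0716 in limma) and Txnip, an inhibitor of thioredoxin, 1.05 (adjusted p = 0.0879), with -0.18 and -0.13 at their other probe sets. Of 10 Kruppel-like factors, Klf4, Klf6 (log2 1.77) and Klf9 (log2 1.16) rose and 7 did not pass (5 higher when adjusted over the list alone, Fisher's exact test, adjusted p = 0.0538).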

The major functional categories overrepresented in the 157 gene changes were transcriptional regulation, structure, apoptosis and antioxidant activity. 

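At 6 h the lung had higher levels of the neutrophil genes S100a8 and S100a9, which had passed at 2 h already, and some cell cycle genes were lower than at F21 at 2, 6 and 12 h. S100a8 and S100a9, calcium-binding proteins of neutrophils, rose at 6 h with the metallothioneins Mt1 and Mt2, with Gclc, which limits the synthesis of glutathione, and with Cdkn1a, an inhibitor of the cell cycle. Inmt, a methyltransferase, was higher at 6 and 12 h and Spock2, a matrix proteoglycan, at 12 h, Serpinh1, a collagen chaperone, was lower at 12 and 24 h and the collagen Col6a3 at 24 h. S100a8 rose at 6 h by log2 3.04 (standard error 0.28, adjusted p = 8.76e-07 in limma), from a signal of 145 to 1225, S100a9 by 2.95, Gclc by 2.95 (adjusted p = 0.00872), Mt2 by 2.07 and Cdkn1a by 2.14 (adjusted p = 0.0212, and 1.76 with an adjusted p of 0.0725 at its other probe set). Of 14 neutrophil genes, 3 rose at 6 h and 11 did not pass (5 higher when adjusted over the list alone, Fisher's exact test, adjusted p = 0.00494), and of 24 macrophage genes, Cd14 rose and 23 did not pass. In camera these 2 lists lay above other genes at 6 h with adjusted p values of 0.00417 and 0.00147 with an estimated correlation. The 41 cell cycle genes lay below other genes at 6, 12 and 24 h (camera, adjusted p = 0.00692, 0.00853 and 0.0311 with an estimated correlation, and 0.144 at 2 h). Single members passed in 4 cases at 2 h (among them Cdk1, Cdc20 and Ccne1), in 1 at 6 h (Ccnd3, log2 -1.09), in 2 at 12 h (Ccnb2, -1.34, and Stmn1, -1.78, lost in 5 of 6 fits without 1 array) and in none at 24 h, with 6, 7, 7 and 5 lower when adjusted over the list alone. At 12 h Inmt was higher by log2 3.19 and Spock2 by 1.98, and Actb was at -2.15 (adjusted p = 8.82e-04 in limma). At 24 h Col6a3 was at log2 -1.51 (adjusted p = 0.0397 in limma) and Serpinh1 at -1.33, calls lost in the fit of the groups compared only and in 4 and 3 of 6 fits without 1 array, and at 12 h Serpinh1 was at -1.42 (adjusted p = 0.00485). Inmt at 6 h, log2 2.71, was lost in 4 of 6. The probe sets that passed were 71 at 6 h (57 higher, 14 lower), 93 at 12 h (61 and 32) and 40 at 24 h (30 and 10), and the methods' test at an unadjusted p under 0.01 gave 302, 265 and 154. Leaving out 1 array at a time gave 21 (without the first 6 h array) to 45, 36 (without the second 12 h array) to 51, and 6 (without the first F21 array) to 123 (without the second 24 h array), and a fit of the groups compared only gave 0 at 24 h.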

After 2 h, there was a steady decline in the number of gene changes to 113, 99 and 57 at 6 h, 12 h and 24 h, respectively. Birth into 10% oxygen decreased the number of gene changes to only 65 at 2 h and 80 at 6 h, and eliminated overrepresentation of any functional category of gene expression. In comparison, the total number of gene changes in the liver birthed in room air was only 59 at 2 h and 100 at 6 h (**Figure 2**). 

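Lungs of mice born into 10% oxygen had lower levels of cell cycle genes and higher levels of some immediate early genes than the F21 lungs of 10% oxygen, and at 6 h lower levels of some structure genes and higher levels of some neutrophil genes. Ccnb2 and Kif20a drive mitosis, Fos and Egr1 are transcription factors of the first response to a stimulus, and Col15a1 is a collagen of basement membranes. Scd1, a desaturase for surfactant lipids, and Chil1, a chitinase-like protein, were among the genes of alveolar type 2 cells that were higher than in their own fetal group. Of 41 cell cycle genes, 8 fell at 2 h, none rose and 33 did not pass in limma (12 lower when adjusted over the list alone, Fisher's exact test, adjusted p = 2.59e-04, and 0.00375 in camera with an estimated correlation). Ccnb2 fell by log2 1.83 (standard error 0.27, adjusted p = 8.24e-04 in limma) and Kif20a fell by 3.51 (lost in 3 of 6 fits without 1 array and with array weights), but against the F21 lungs of room air Ccnb2 was at -1.41, past the test, and Kif20a at -0.42, not past it. Of 36 immediate early genes, 8 rose at 2 h and 28 did not pass (15 higher when adjusted over the list alone), with Fos at log2 3.75 (adjusted p = 0.0238, lost in all 6 fits without 1 array and with array weights), Egr1 at 2.87 (lost in 3 of 6 and with array weights) and Zfp36 at 2.42 (Fisher's exact test, adjusted p = 1.85e-04, and 0.138 in camera with an estimated correlation). Of 14 type 2 cell genes, 4 rose at 2 h and 10 did not pass (8 higher when adjusted over the list alone, Fisher's exact test, adjusted p = 0.00601, and 0.137 in camera with an estimated correlation), among them Chil1 by log2 2.65 and Scd1 by 3.21, but against the F21 lungs of room air Scd1 was at -0.50 and Chil1 at 0.027. At 6 h, 13 cell cycle genes fell and 28 did not pass (20 lower when adjusted over the list alone, Fisher's exact test, adjusted p = 3.39e-05, and 0.00113 in camera with an estimated correlation), with Top2a at log2 -3.23 (lost in the fit of the groups compared only and with array weights), or -1.94 and not past the test against the F21 lungs of room air. Of 123 structure genes, 2 rose and 17 fell at 6 h (3 higher and 20 lower when adjusted over the list alone, Fisher's exact test, adjusted p = 0.00542, and 0.287 in camera with an estimated correlation), with Col15a1 at log2 -4.18 (adjusted p = 2.36e-05 in limma) and Col1a1 at -0.78, or -2.17 and -0.36 against the F21 lungs of room air, where Col1a1 did not pass. Of 14 neutrophil genes, 5 rose at 6 h and 9 did not pass (6 higher when adjusted over the list alone, Fisher's exact test, adjusted p = 0.0168, and 0.0108 in camera with an estimated correlation), with S100a8 at 1.81. Of 103 named genes past the test in 10% oxygen, 53 did not pass and 17 changed sign against the F21 lungs of room air. In all, 184 probe sets passed at 2 h (95 higher, 89 lower) and 437 at 6 h (207 and 230), at a spread taken over all lung groups that is smaller than that of these arrays. The median SD of log2 signals was 0.419 to 0.480 in the groups of 10% oxygen and 0.288 to 0.363 in those of room air, and a fit of the 2 groups alone gave 51 and 85. Without the third F21 array the counts were 73 and 266, without the first F21 array the 2 h count was 267, and the Gapdh 3' to 5' ratio of these arrays was 1.21 to 9.40, against 0.734 to 1.15 in lungs of room air.

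**Figure D1:**
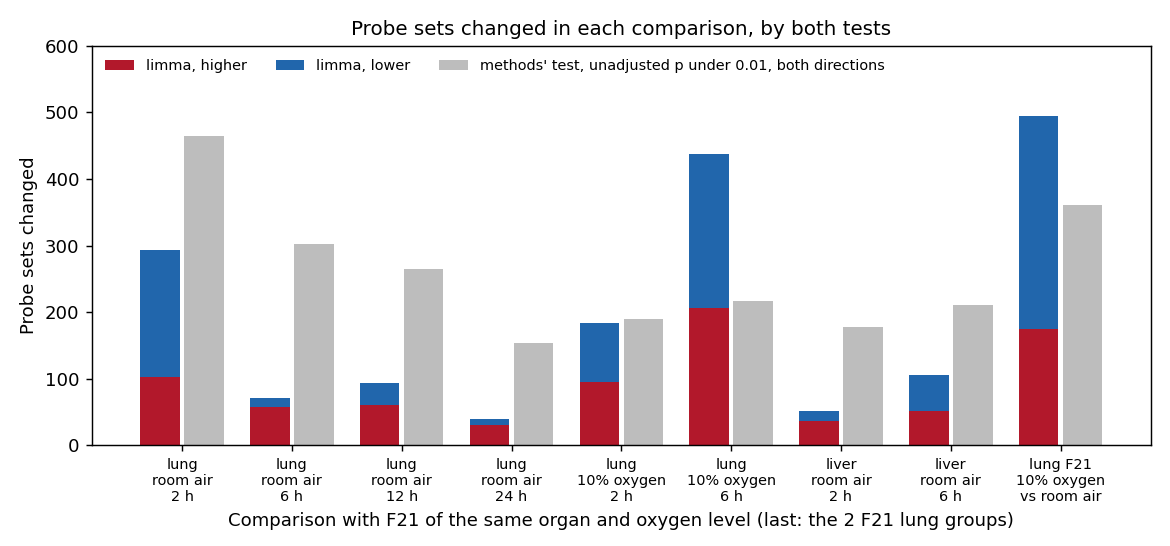
Probe sets that differed from F21 in limma at an adjusted p under 0.05, higher and lower, in each comparison, with the count from the methods' test at an unadjusted p under 0.01. The main counts for 10% oxygen, 184 and 437, lie above those of a fit of the 2 groups alone, 51 and 85.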

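G6pc and Pck1, enzymes of gluconeogenesis, Tat, which breaks down tyrosine, and Apoa4 and Apoa5, apolipoproteins of triglyceride-rich particles, rose in the liver within 2 h of birth. Idi1, an enzyme of cholesterol synthesis, and A2m, a protease inhibitor of fetal serum, fell. G6pc rose at 2 h by log2 1.98 (standard error 0.17, adjusted p = 1.73e-04 in limma), from a mean signal of 1166 to 4725, Tat by 2.28 (adjusted p = 2.20e-04), Pck1 by 2.10 and Apoa5 by 2.58. Idi1 fell by log2 2.24 (adjusted p = 0.039 in limma, lost in 5 of 6 fits without 1 array, without a filter and in the methods' test) and A2m fell by 1.46 (adjusted p = 0.00229, lost without a filter). At 6 h Apoa5 was higher than at F21 by log2 2.96 (adjusted p = 1.10e-04 in limma) and Hamp, the hormone hepcidin that controls iron, by 2.79 (adjusted p = 0.0273, lost in 5 of 6 fits without 1 array, without a filter and in the methods' test). The 2 h rise of Apoa4 was lost in 4 of 6 and in the same other fits. In all, 52 of 5691 probe sets passed at 2 h (37 higher, 15 lower) and 105 at 6 h (51 and 54), where the methods' test at an unadjusted p under 0.01 gave 177 and 211, against 56.9 expected by chance. Leaving out 1 array at a time gave 13 (without the second 2 h array) to 126 (without the first) at 2 h, and 44 (without the second F21 array) to 70 at 6 h.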

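In the liver after birth, some genes of gluconeogenesis and amino acid breakdown rose, and by 6 h some chaperones and some enzymes of cholesterol and fatty acid synthesis had fallen. Hsp90b1 and Hspa5 fold proteins on their way to secretion, and Srebf1 is the transcription factor that turns on lipid synthesis. Of 23 genes of gluconeogenesis and amino acid breakdown, 4 rose at 2 h and 19 did not pass in limma (7 higher and 1 lower when adjusted over the list alone, Fisher's exact test, adjusted p = 0.00108). At 6 h, 6 of them rose and 17 did not pass (8 higher and 3 lower when adjusted over the list alone, Fisher's exact test, adjusted p = 1.05e-04). In camera with an estimated correlation, the adjusted p values of this list were 0.578 and 0.476. Of 23 chaperone genes, 5 fell at 6 h and 18 did not pass (10 lower when adjusted over the list alone, Fisher's exact test, adjusted p = 6.50e-04, and 0.043 in camera with an estimated correlation), with Hsp90b1 at log2 -1.08 (standard error 0.17, adjusted p = 0.00498) and Hspa5 at -1.07. Of 23 genes of cholesterol and fatty acid synthesis, Elovl5 rose and 4 fell at 6 h (1 higher and 11 lower when adjusted over the list alone), with Srebf1 at log2 -2.04 (adjusted p = 0.00289 in limma) and Hmgcs1 at -1.60, and camera placed the list below other genes at an adjusted p of 4.90e-06, or 0.476 with an estimated correlation. The calls of Srebf1 and Elovl5 were lost without a filter. Of 44 secreted proteins of hepatocytes, 3 rose and 2 fell, and of 20 acute phase genes, 2 rose and 1 fell (Fisher's exact test, adjusted p = 0.0115 and 0.0415, and 0.355 and 0.923 in camera with an estimated correlation). Genes of transcriptional regulation, structure, apoptosis and antioxidant activity had 0 members past limma at 2 h, with 12, 11, 12 and 7 at an unadjusted p under 0.05 and 3, 3, 0 and 2 by the methods' test at 0.01, and 4, 4, 1 and 1 past limma at 6 h.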

No functional category of gene expression was overrepresented in the liver microarray data.

**Figure 1:**
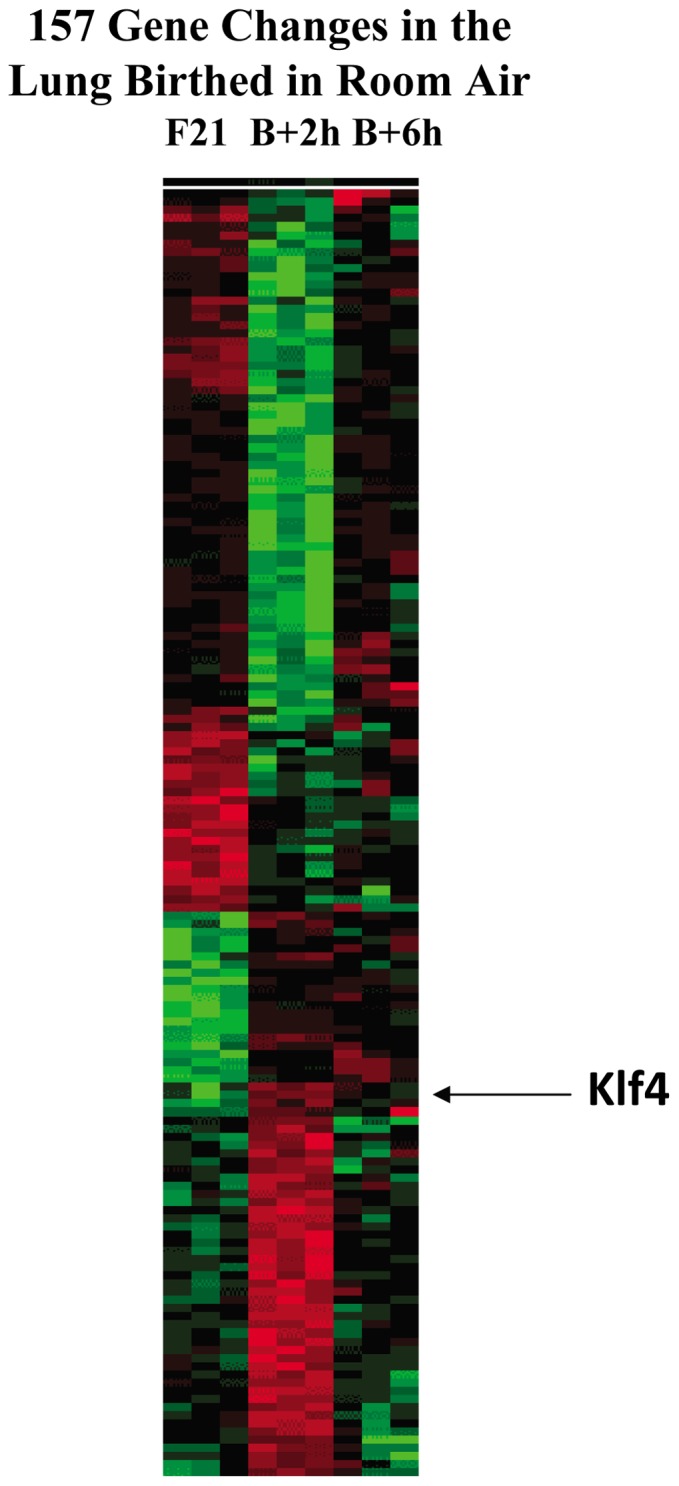
Transcriptional profile of gene expression in lung at birth in room air. Heirarchical cluster of the 157 genes that were up-regulated (red) or down-regulated (green) after birth (B) in room air at 2 h (B +2) and 6 h (B +6) compared to one day prior to birth on the last day of gestation (fetal day 21: F21). Four patterns are evident: transient up or down regulation and persistent up or down regulation. Arrow denotes Kruppel-like factor 4 (Klf4), a transcriptional regulator that exhibited the highest t-test (p<0.00001) and the greatest fold change at birth (5-fold).

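Of the genes that rose at 2 h, Nr4a1 and Atf3 did not pass at 6 h, and Dusp1 and Sgk1 passed at both times. Among falling genes, the chromatin remodeler Smarcad1 and the clock output factor Tef did not pass at 6 h. Adh1, an alcohol and retinol dehydrogenase, passed at both times. Of the 294 probe sets that passed in limma at 2 h, 59 were higher and 146 lower with a 6 h change under 0.5 of the 2 h change, or of the other sign. Another 43 were higher and 46 lower with at least that share at 6 h, so that 69.7% lay under the share, but selection at 2 h favors large 2 h changes, and 6 h was not tested against 2 h. The BioB spike signal also parted the 2 h arrays from those of F21 and 6 h, and an effect of this on the shares was not tested. With the roles exchanged, 45.1% of the 71 that passed at 6 h had a 2 h change under 0.5 of the 6 h change. The 6 h change was log2 1.66 for Nr4a1, 1.47 for Atf3, -0.42 for Smarcad1 and -0.53 for Tef, none past the test. It was 2.45 for Dusp1, 2.40 for Sgk1 and -2.10 for Adh1, each past it (limma, adjusted p = 0.00511, 0.0198 and 0.00768). When persistent genes also had to pass the test at 6 h, 18 higher and 3 lower ones were left.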

**Figure 2:**
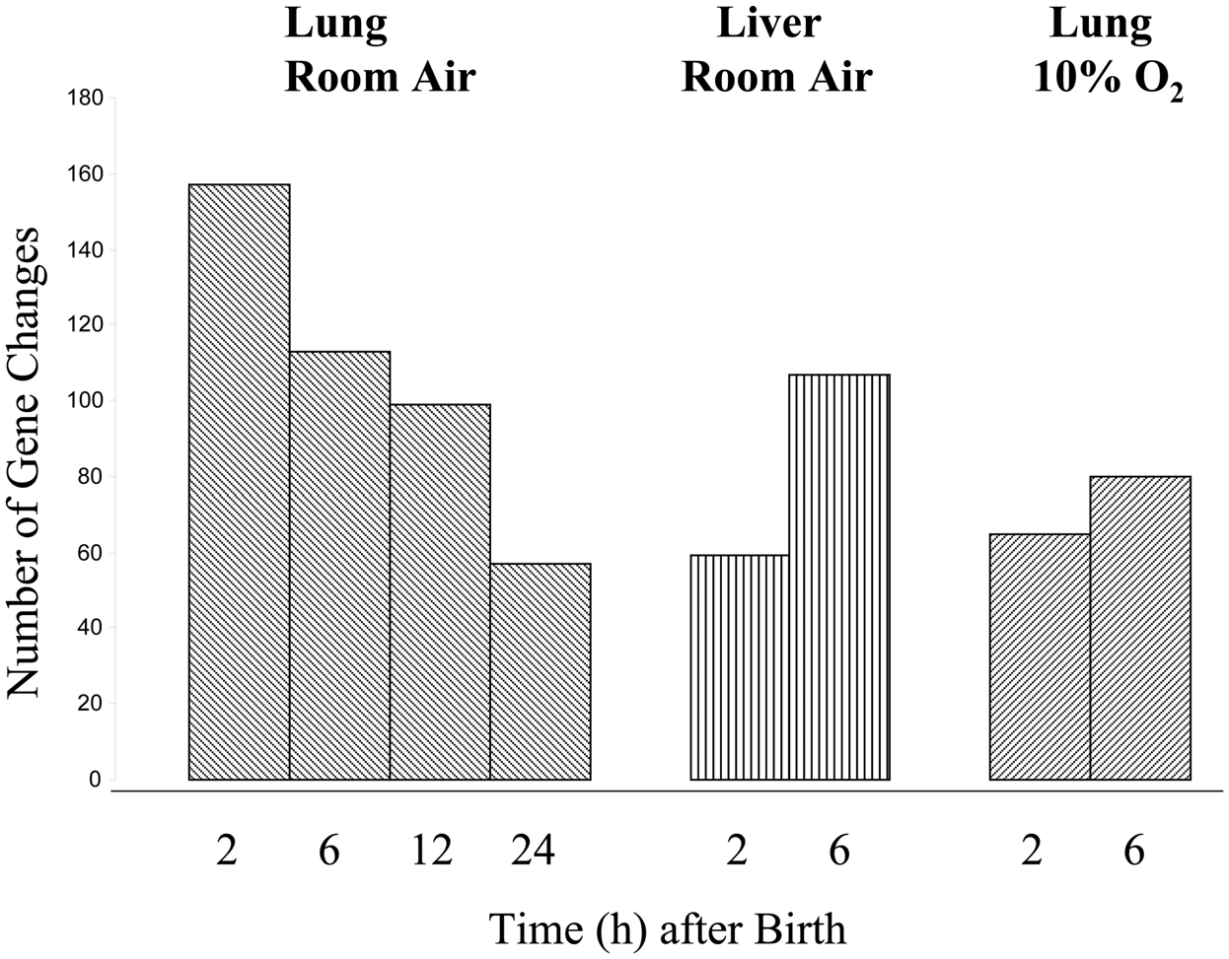
Number of genes changing their level of expression at birth. In the lung birthed in room, the greatest number of gene changes (157) was at 2 h and transcriptional regulation, structure, apoptosis and antioxidant activity were overrepresented functional categories. Thereafter the numbers declined to 113, 99 and 57 at 6 h, 12 h and 24 h, respectively. In the liver birthed in room air, there were only 59 gene changes at 2 h and 100 at 6 hr. In the lung birthed into 10% oxygen, there were only 65 gene changes at 2 h and 80 at 6 h. No functional category of gene expression was overrepresented in either dataset.

After birth in room air, transcription factor Klf4 was the gene with the most significant change by t-test in the lung (p<10^−5^) and it increased by 5-fold. 

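Klf4, a zinc finger transcription factor that slows division and promotes differentiation of epithelia, rose in the lung within 2 h of birth in room air. Its signal was 88.1 ± 10.2 (SD) at F21 and 487 ± 6.29 at 2 h, and every newborn lung lay above every fetal lung (exact permutation test, two-sided p = 0.1, the smallest that 3 arrays against 3 allow). The change was log2 2.47 (standard error 0.47, adjusted p = 0.00403 in limma), or 5.55-fold, and lay between 2.38 and 2.55 when any 1 array was left out. In limma Klf4 ranked 39 by p and was the rise of rank 23 among 6930 probe sets. Of the 22 larger rises 18 passed, 13 were of probe sets whose names mark probes picked with some design rules dropped (5.02% of all tested), and 6 had a signal under the floor on an F21 array (2.12% of all tested). In the methods' test on linear signals Klf4 had the smallest p of all probe sets, and on log2 signals it ranked 5. Klf4 was at log2 1.78 at 6 h (adjusted p = 0.0694 in limma), 1.45 at 12 h (adjusted p = 0.156) and 1.57 at 24 h (adjusted p = 0.141), which did not pass.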

Klf4 mRNA expression did not change in the lung birthed in 10% oxygen, nor in the liver birthed in room air.

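In lungs born into 10% oxygen, Klf4 was at an intermediate level at 2 h and past the test at 6 h, and in the liver its signal was near background. Its signal in lungs of 10% oxygen was 107 ± 58.4 (SD) at F21, 219 ± 126 at 2 h and 305 ± 112 at 6 h. Its deviations from these group means followed those of the log2 Gapdh 3' to 5' ratio (Pearson's r = 0.865, exact permutation p = 0.0185). In room air r was 0.120. This test was chosen after the results were seen and cannot decide on the rise after birth, which such deviations leave out. At 2 h the log2 change was 1.03 (standard error 0.47, 95% interval 0.05 to 2.00, adjusted p = 0.265 in limma), and the exact permutation test gave p = 0.3. At 6 h Klf4 rose by log2 1.65 (95% interval 0.67 to 2.62, adjusted p = 0.0367 in limma), a call that did not hold without an expression filter, in a fit of the 2 groups alone, in the methods' test or in 4 of 6 fits without 1 array, where the change was 1.08 (without the first F21 array) to 2.02. The 2 h change was larger in room air than in 10% oxygen by log2 1.45 (standard error 0.67, 95% interval 0.07 to 2.83, adjusted p = 0.357 for the interaction in limma), which did not pass, and the 6 h changes differed by 0.14 (adjusted p = 0.978). At F21 the lungs of the 2 oxygen levels differed in Klf4 by log2 0.09 (adjusted p = 0.942 in limma). In liver the Klf4 signal was 29.0 ± 7.95 (SD) at F21, 15.3 ± 6.87 at 2 h and 25.9 ± 11.6 at 6 h, too low to be tested among the liver arrays (exact permutation test, p = 0.2 and 0.7).

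**Figure D2:**
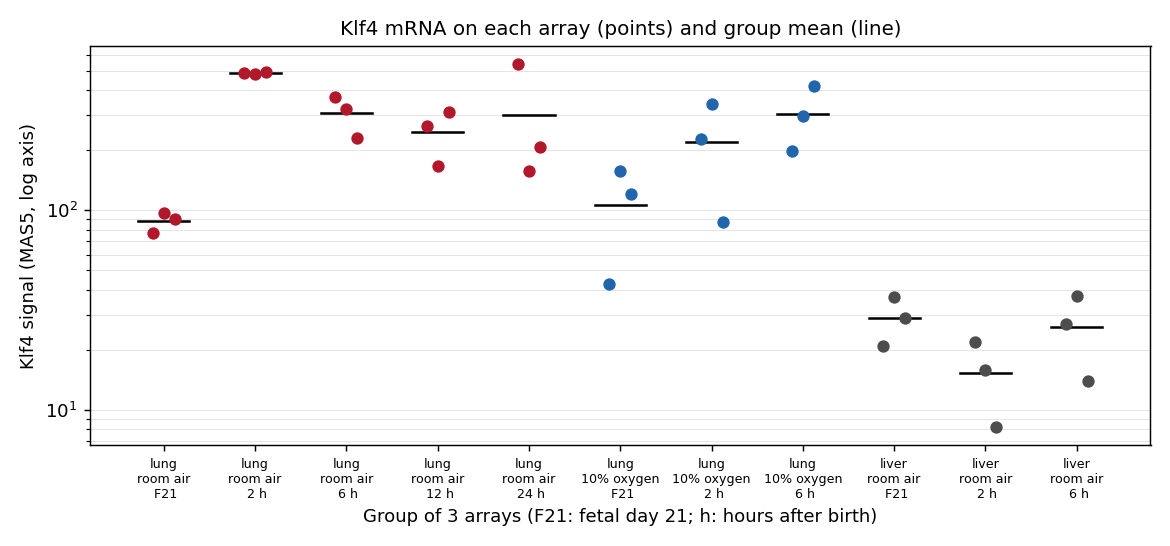
MAS5 signal of Klf4 (log axis) on each of the 33 arrays, by organ, oxygen level and time, with the mean of each group as a bar. The 3 lungs of room air at 2 h lie between 480 and 492, and the 3 lungs of 10% oxygen at 2 h between 87.6 and 339.5.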

### Confirmation of Klf4 mRNA Induction in Normal Lung at Birth

Northern blot analysis confirmed our microarray data of lung Klf4 mRNA induction in room air at 2 h (3.5 fold, **Figure 3**). Klf4 protein was localized to epithelial cells in the adult colon by immunohistochemistry, but to lung interstitial cells and airway epithelial cells in the perinatal lung (**Figure 4**). Klf4 messenger RNA localized to colonic epithelial cells in the adult mouse by *in situ* hybridization analysis but the signal was diffuse in perinatal mouse lung, predominating in the mesenchyme and not the airway epithelium (data not shown). Since airway epithelial cells alone could not have accounted for the induction of Klf4 messenger RNA in the lung at birth, we focused our study on fibroblasts, a major component of the mesenchyme. To determine if fibroblast Klf4 mRNA expression responds to hyperoxia, we exposed lung fibroblasts (MLg cells) to 95% oxygen and found that Klf4 mRNA increased 2 fold at 12 h and peaked at 2.5-fold at 48 hours. Klf4 mRNA induction in hyperoxia was blocked if MLg cells were pretreated with actinomycin D, but not cycloheximide, suggesting transcriptional regulation in hyperoxia that was not dependent on protein synthesis (**Figure 5** **)**. Since hyperoxia induces oxidant stress, we measured glutathione disulfide in whole lung tissue to determine if oxidant stress was present in the lung with birth in room air (**Figure 6**). In the fetal lung at day 21 of gestation, GSSG content began at 0.107±0.06 nmol/mg tissue and rose abruptly to 0.359±0.07 nmol/mg lung tissue at 2 h after birth (3.5 fold, n = 3, p<0.05), then declined to 0.320±0.05 nmol/mg lung tissue at 6 h (2.9-fold, n = 3) and 0.266±0.04 nmol/mg lung tissue at 12 h (2.5-fold, n = 3) after birth. In 10% oxygen, GSSG content began at 0.062 nmol/mg lung tissue at day 21 of gestation, rose to only 0.12 nmol/mg lung tissue at 2 h (2-fold, n = 3, p<0.05) after birth, and remained at this level at 6 h (n = 3) and 12 h (n = 3) after birth. In room air, GSSG content began at only 0.009±0.001 nmol/mg tissue in fetal liver at day 21 of gestation, and did not rise at all. Rather it declined at 2 (n = 3), 6 (n = 3) and 12 h (n = 3) after birth.

**Figure 3:**
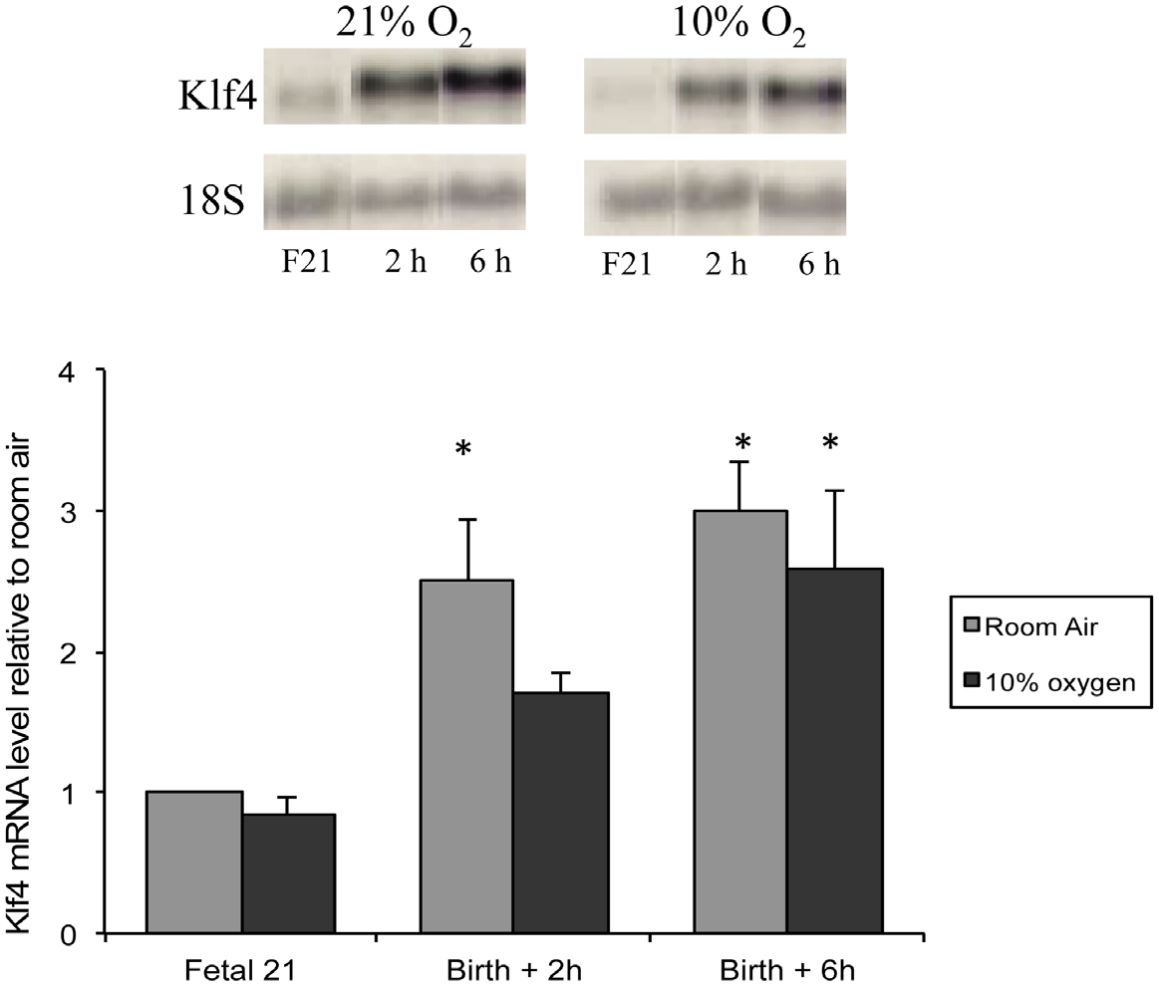
Confirmation of Klf4 mRNA Induction in the Lung at Birth. Klf4 mRNA induction was confirmed by Northern analysis (2.5 fold at 2 h and 3-fold at 6 h in 21% oxygen, n = 3, p<0.05). Klf4 mRNA induction at 2 h was attenuated by birth in 10% oxygen (1.7 fold, n = 3, p>0.05) and a shift of the induction response to the right. Asterisks denote significant increase above that of F21 lung in room air.

**Figure 4:**
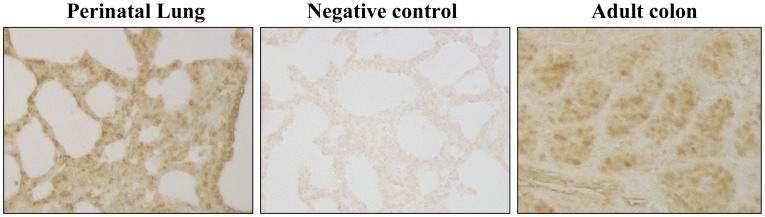
Klf4 Immunohistochemistry. Klf4 protein is detected within nuclei of interstitial cells and airway epithelial cells of perinatal lung in the left panel. Signal is absent with omission of primary antibody as a negative control in the middle panel. Signal is present in epithelial cell nuclei of adult colon as a positive control in the right panel.

**Figure 5:**
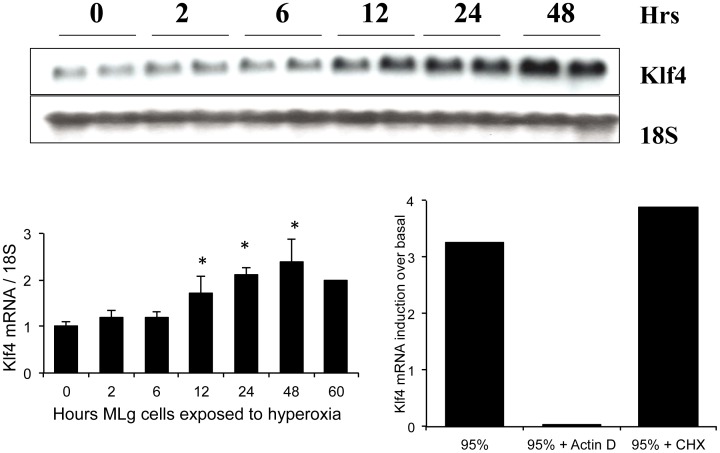
Regulation of fibroblast Klf4 messenger RNA expression by oxygen. Exposure of mouse lung fibroblasts (MLg cells) to 95% oxygen induces Klf4 mRNA by 2.1 fold after 12 h (n = 4, p<0.05) and 2.8-fold by 48 h (n = 4, p<0.05). Klf4 mRNA induction in MLg cells exposed to 95% oxygen is blocked by pre-treating the cells with actinomycin D (95%+Actin D), but not cycloheximide (95%+CHX). Asterisks denote p<0.05.

**Figure 6:**
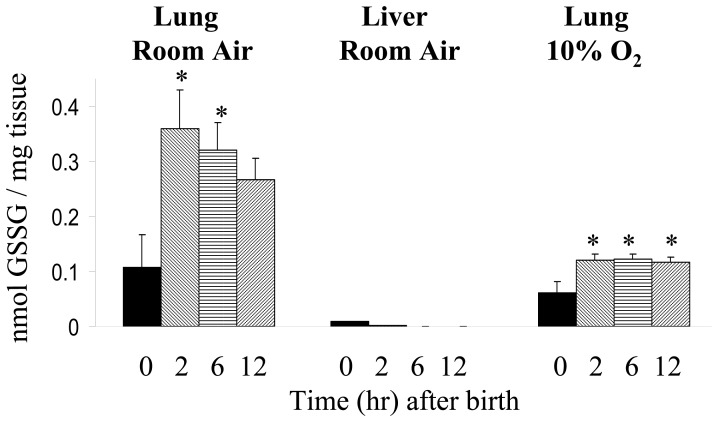
Glutathione disulfide accumulation at birth. Glutathione disulfide (GSSG) was measured in the lung and the liver of mice just before birth (time 0) and then 2 h, 6 h and 12 h after birth in room air and at similar times in the lungs of mice born in 10% oxygen. Asterisks denote p<0.05 compared to value at time 0.

### Lung Connective Tissue Genes are Klf4 Targets

To identify Klf4 target genes in lung fibroblasts we first immortalized and characterized a Klf4 null lung cell line as described in Methods. These cells where fibroblasts as they expressed messenger RNAs for vimentin, the alpha 1 chain of type I collagen and smooth muscle actin in common with MLg cells, but neither SP-C nor cytokeratin, epithelial markers found in MLE cells (Fib-Klf4, **Figure 7A**). Klf4 target genes were assessed after transfecting these cells with an expression vector containing full length Klf4 cDNA and selecting for stable expression. Klf4 expression in these fibroblasts, Fib+Klf4 cells, induced expression of p21^cip1/Waf1^ by 2.1 fold, smooth muscle actin by 3.5 fold, and the alpha 1 chain of Type I collagen, fibronectin and tenascin C by 2–2.5 fold compared to that of control cells (C), which stably expressed empty vector alone. Fibronectin receptor beta (Itgb1) messenger RNA expression and 18S ribosomal RNA expression were unchanged between the two cell types as a negative control and a loading control, respectively. These data represent two independent Northern blot experiments (**7B**). To determine the impact of Klf4 deficiency on expression of these genes *in vivo*, Klf4 null fetal lung was examined at day 19 of gestation and compared to normal fetal lung (**7C**). The level of gene expression in the Klf4 null lung as a percentage of normal was 52±8% for p21^cip1/Waf1^ (n = 3, p<0.05), 52±3% for fibronectin (FN, n = 3, p<0.05), 89±5% for smooth muscle actin (SMA, n = 3, p<0.05) and 98±8% for the alpha 1 chain of type 1 collagen (Col a1, n = 3).

**Figure 7:**
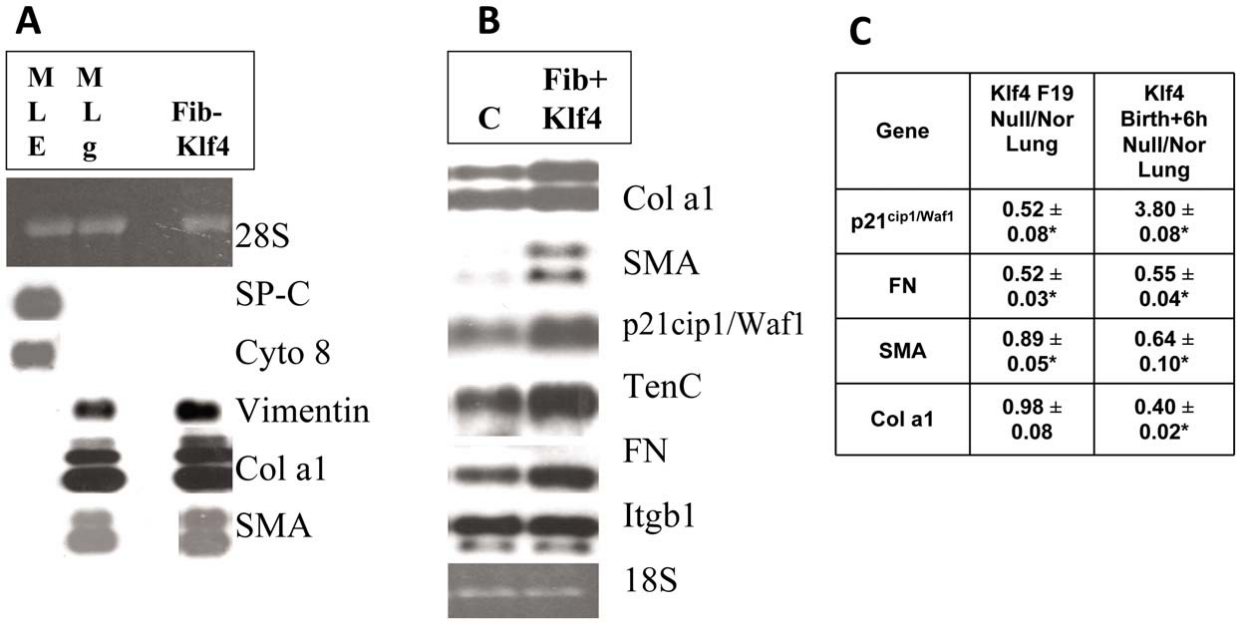
Decrease in connective tissue gene expression in perinatal lung with Klf4 deficiency. (**A**) Cells from the Klf4 null lung were immortalized with SV40Tag as described in Methods. These Klf4 null fibroblasts (Fib-Klf4) express vimentin, the alpha 1 chain of Type 1 collagen (Col a1) and smooth muscle actin (SMA) in common with the mouse lung fibroblasts (MLg), but neither SP-C nor cytokeratin 8 which are found in mouse lung epithelial cells (MLE). The ribosomal marker 28S is shown as a loading control. (**B**) Klf4 cDNA was constitutively expressed in Fib-Klf4 cells to generate Fib+Klf4 cells as described in Methods. Compared to the empty vector control cells (C), these Klf4 expressing fibroblasts (Fib+Klf4) exhibit up-regulated expression of messenger RNA for p21^cip1/Waf1^ (2 fold), SMA (3.5 fold), the alpha 1 chain of Type 1 collagen, tenascin C and fibronectin (2–2.5 fold each) but not fibronectin receptor beta (Itgb1). The ribosomal marker 18S is shown as a loading control. These data represent two independent Northern blot experiments. (**C**) Comparative levels of expression for these Klf4 target genes in Klf4 null lung (null) relative to normal lung (Nor) at fetal day 19 of gestation and 6 h after birth in room air (n = 3 for each sample, asterisk denotes difference in level of expression in Klf4 null lung versus normal lung at p<0.05).

### Klf4 Deficiency Impacts Proliferation, Apoptosis and Connective Tissue Gene Expression at Birth

Proliferation was assessed by nuclear expression of PCNA. At 6 h after birth a strong PCNA signal was present in many mesenchymal and airway epithelial cells in the Klf4 null lung suggesting ongoing cell proliferation. Few nuclei of the normal mouse lung at birth showed any PCNA signal. The positive control cell proliferation was epithelial cells from the crypts of the adult colon. Omission of primary antibody from Klf4 null lung samples served as the negative control **(** **Figure 8** **)**.

**Figure 8:**
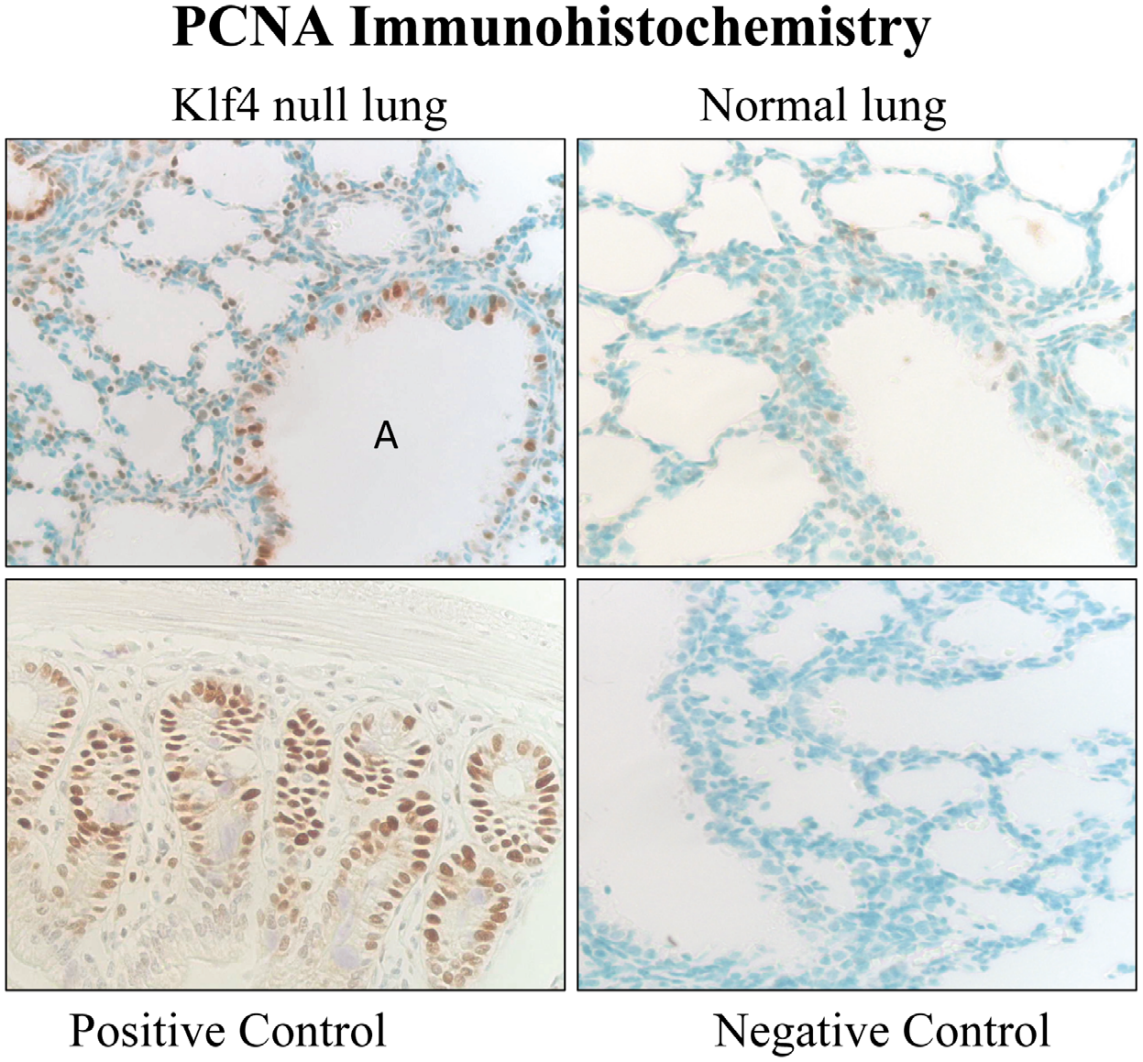
Proliferating cell nuclear antigen (PCNA) immunohistochemistry. An intense immunohistochemical signal (brown color) for PCNA protein is present in numerous mesenchymal and airway epithelial (A) cell nuclei from Klf4 null mouse lung (top left panel). Few cells of the normal lung exhibit any PCNA signal (top right panel). PCNA signal is present in proliferating epithelial cells of the colon as a positive control (bottom left panel). PCNA signal is absent with omission of primary antibody as negative control (bottom right panel).

The presence of apoptosis was assessed with expression of p53, p21^cip1/Waf1^, and caspase-3. At 6 h after birth, the Klf4 null lung had prevalent nuclear signal for activated p53 in fibroblasts and airway epithelial cells **(** **Figure 9** **)**. Since p21^cip1/Waf1^ is a target of p53, we assessed its messenger RNA expression by real time PCR and protein expression by immunohistochemistry. At 6 h after birth, p21^cip1/Waf1^ mRNA expression in the Klf4 null lung became more abundant than that of normal lung by 3.8 fold. Overall this represents a 38-fold induction in the Klf4 null lung since p21^cip1/Waf1^ expression was induced 5-fold in normal lung between fetal day 19 of gestation and 6 h after birth, and began at 2-fold below that of normal lung at fetal day 19 (**Figure 10**). The immunohistochemical signal for p21^cip1/Waf1^ protein showed an intense and prevalent nuclear signal in many fibroblast and epithelial cells of the Klf4 null lung at birth. The corresponding signal was weak and sparse in normal lung cells (**Figure 11**). The presence of apoptosis was determined by nuclear localization of caspase-3. Numerous airway epithelial cells and mesenchymal cells expressed a nuclear caspase-3 signal. However, signal was not evident in vascular cells from large blood vessels, suggesting that apoptosis in the Klf4 null lung was not generalized at birth. Only a few cells from the normal lung exhibited a caspase-3 signal **(** **Figure 12** **).**

**Figure 9:**
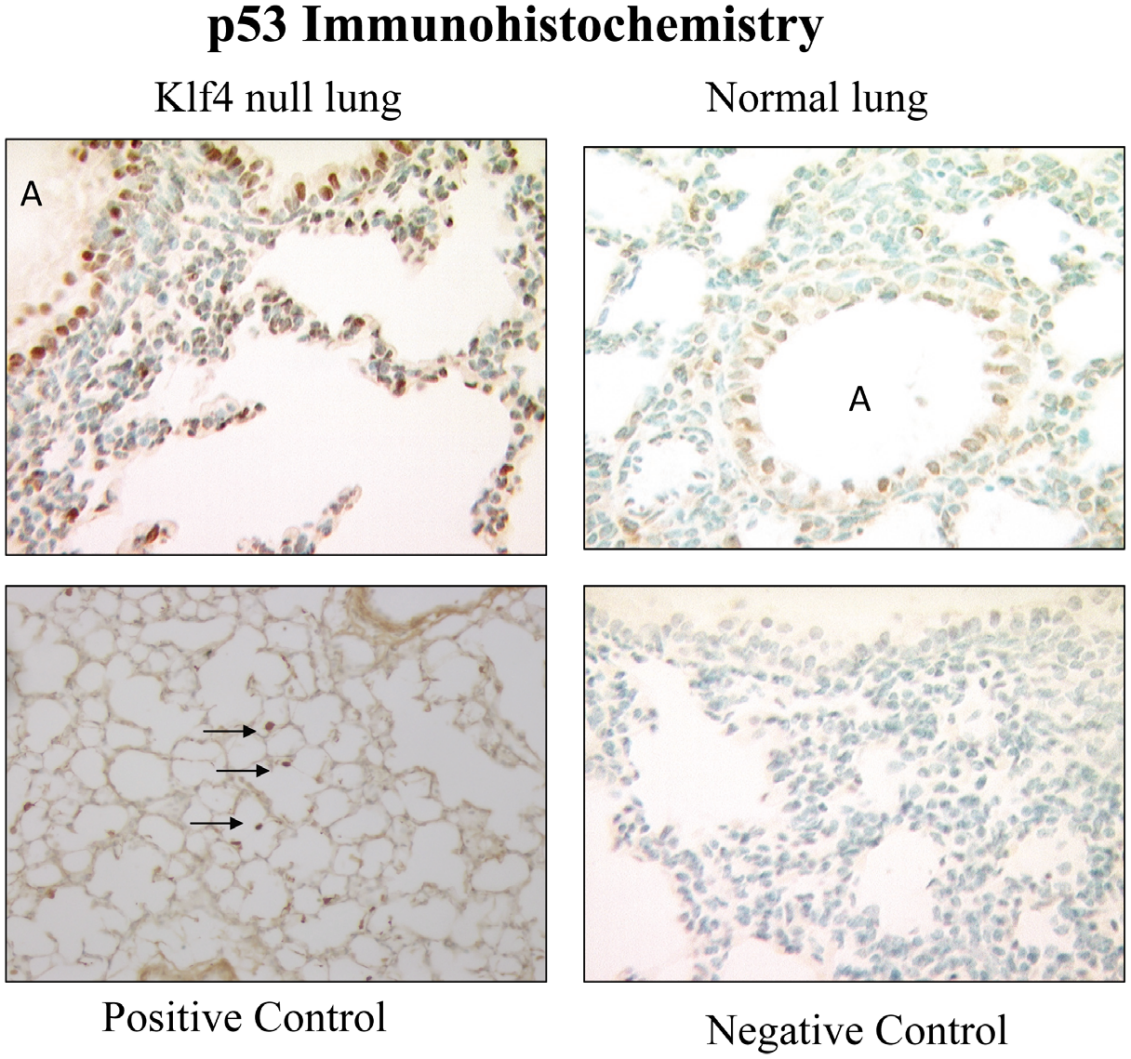
Nuclear localization of p53 protein. An intense immuno-histochemical signal (brown color) for p53 protein is present in numerous airway epithelial (A) and mesenchymal cells of newborn Klf4 null mouse lung (top left panel). Few cells in normal lung exhibit any signal (top right panel). Signal is present in macrophages of the hyperoxia-exposed GGT^enu1^ mouse lung (arrows) as a positive control [13] (bottom left panel). No signal is present with omission of primary antibody as a negative control (bottom right panel).

**Figure 10:**
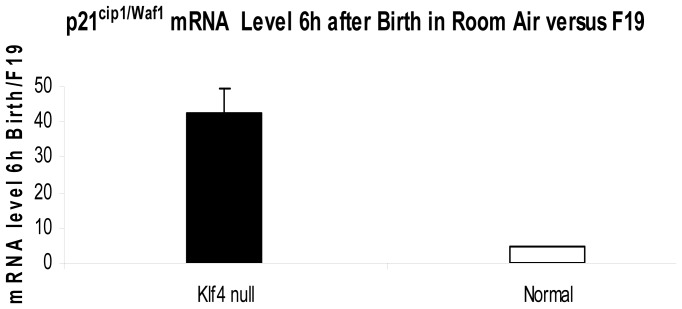
Induction of p21^cip1/Waf1^ messenger RNA and protein in Klf4 null lung versus normal lung at birth. The content of p21^cip1/Waf1^ mRNA increased 38-fold in Klf4 knockout lung between day 19 of gestation and 6 h after birth, but only 5-fold in normal lung.

**Figure 11:**
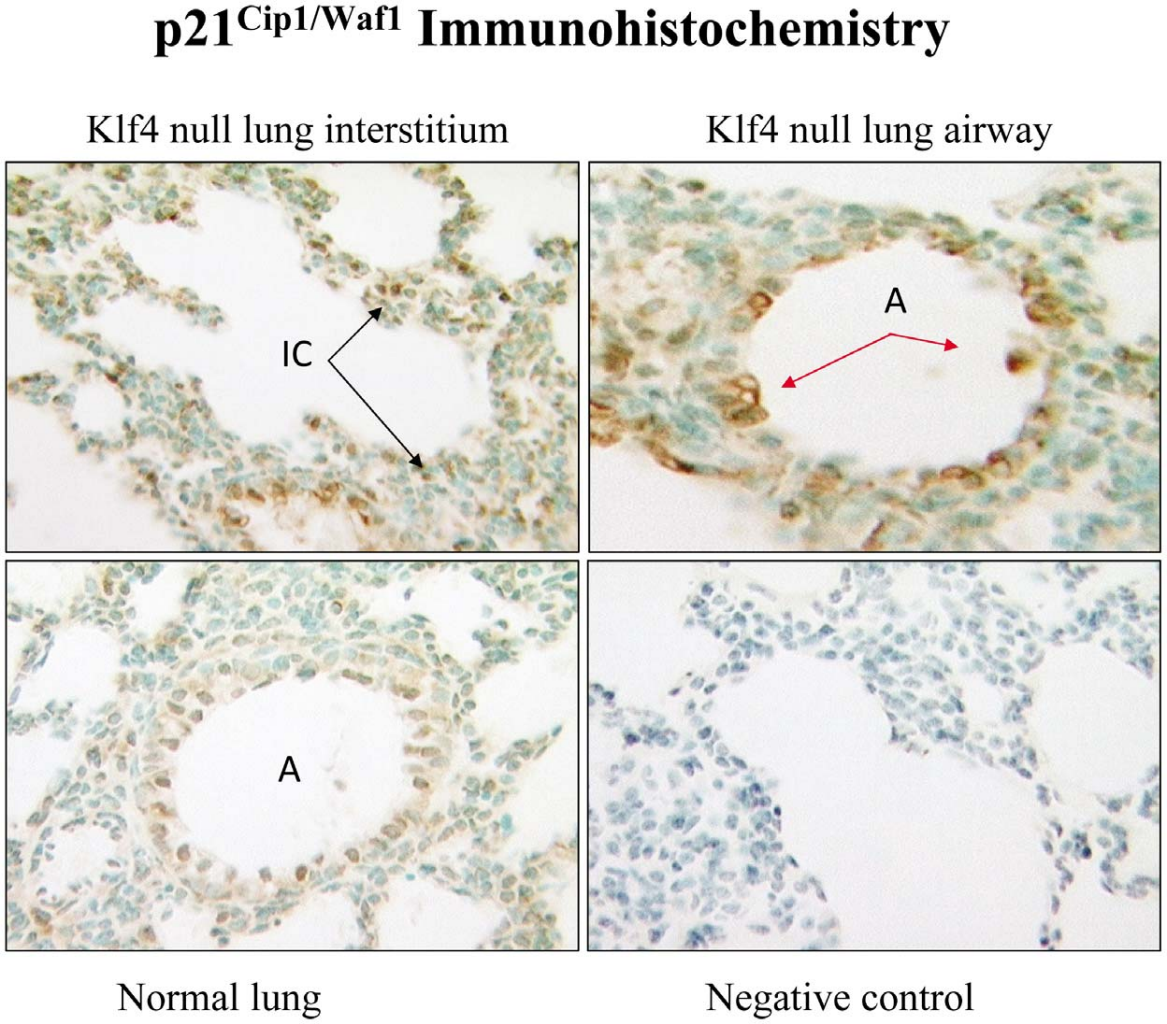
Immunohistochemisry for p21^cip1/Waf1^ protein. An intense nuclear immunohistochemical signal (brown color) for p21^cip1/Waf1^ protein is present in numerous interstitial (IC) cells (top left panel) and airway epithelial (A) cells (top right panel) of Klf4 null lung at birth. Signal is sparse in normal lung (bottom left panel) and absent with omission of primary antibody as the negative control (bottom right panel).

**Figure 12:**
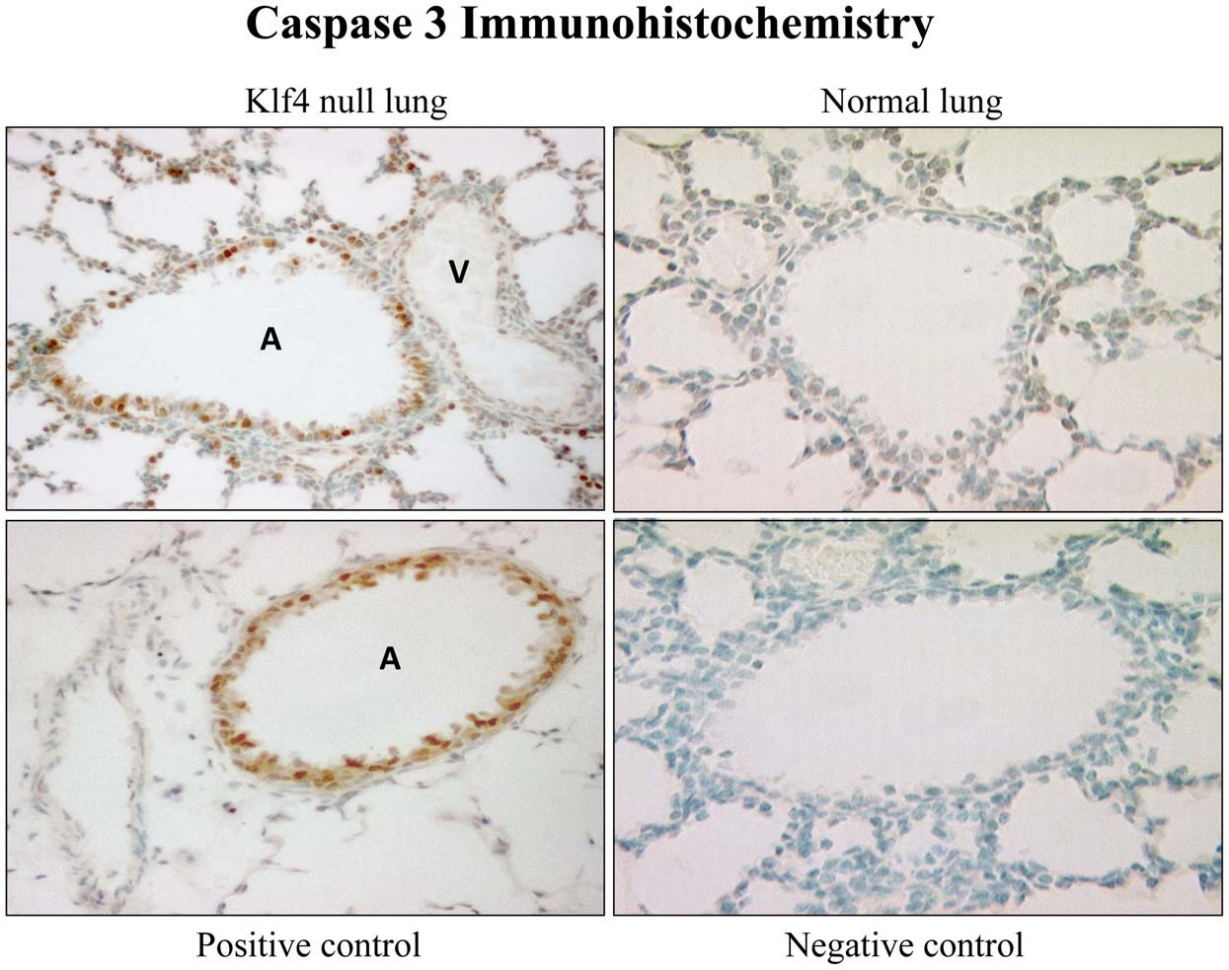
Lung cell apoptosis at birth. An intense nuclear immunohistochemical signal (brown color) for caspase-3 protein is present in numerous airway epithelial (A) and surrounding interstitial cells but absent from vascular (V) cells in Klf4 null mouse lung (top left panel). Few cells (arrow) of the normal lung exhibit signal (top right panel). Signal limited to airway epithelial (A) cells in hyperoxia-exposed GGT^enu1^ lung as a positive control [13] (bottom left panel). No signal with omission of primary antibody as the negative control (bottom right panel).

By 6 hours after birth, the relative expression of fibronectin mRNA in the Klf4 null lung remained only 55±4% (n = 3, p<0.05) of that of normal lung, whereas collagen mRNA showed a decline to only 40±2% (n = 3, p<0.05) of normal, and smooth muscle actin showed a decline to 64±10% (n = 3, p<0.05) of normal **(** **Figure 7C** **)**. Since smooth muscle actin can be expressed in vascular smooth muscle cells of blood vessels and a subpopulation of interstitial fibroblasts known at the myofibroblast, protein expression was also assessed by immunohistochemistry. In normal lung, a specific smooth muscle actin (SMA) protein signal was evident in vascular smooth muscle cells of large blood vessels, and in the tips of secondary saccules, known locales of the myofibroblast [28]. In the Klf4 null lung, a specific SMA signal was only present in vascular smooth muscle cells of large blood vessels (**Figure 13**).

**Figure 13:**
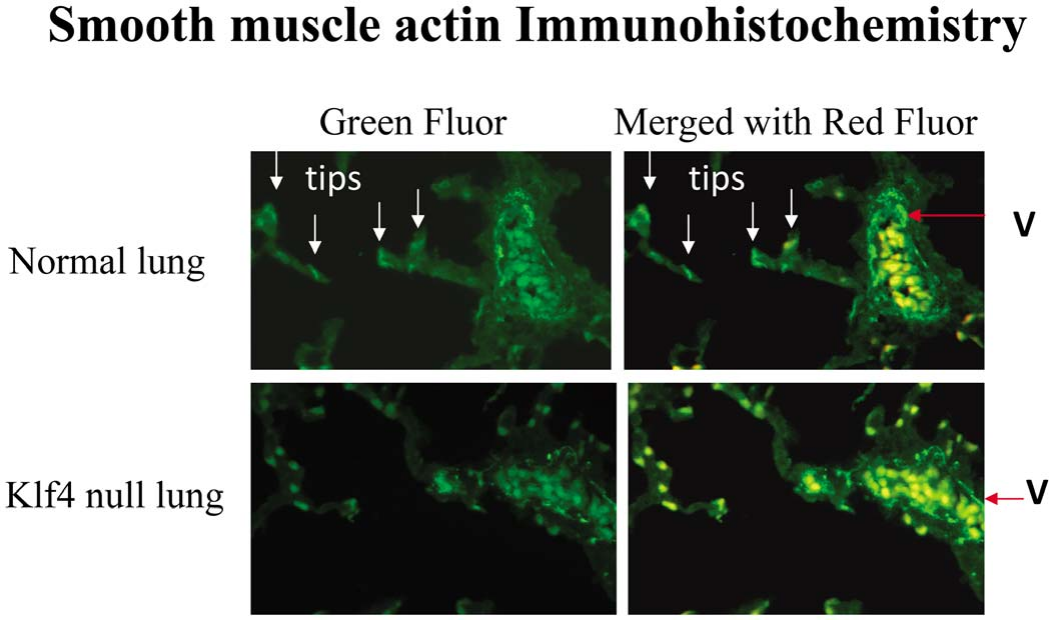
Immunohistochemistry for smooth muscle actin in lung at birth. In the normal lung at 6 hours after birth, a specific smooth muscle actin (SMA) signal (green) is present in myofibroblasts at the saccular tips (tips) and vascular smooth muscle cells from a large blood vessel (V) in the left panel (green fluorescence) and the right panel (green despite merger with red autofluorescence). Nonspecific yellow signal (green merged with red autofluoresecence) is present in hematopoietic cells in large blood vessels. In the Klf4 null lung, however, the specific green SMA signal is only present in vascular smooth muscle cells from a large blood vessel (V). Cells in saccular tips in the left panel are yellow after merger with red autofluorescent signal in the right panel denoting non-specific signal likely originating from hematopoietic cells in small blood vessels within the lung interstitium as in large blood vessels.

## Discussion

In this study, we hypothesized that changes in alveolar oxygen tension at birth could serve a physiologic function to signal expression of lung genes required for postnatal lung development. Our microarray data revealed that there is an acute change in the level of expression of 157 genes within 2 hours of birth in room air, and the number of gene changes steadily declines at 6, 12 and 24 hours thereafter. Most of the lung gene changes through 6 hours involved transient induction or repression of expression. And less than 30% of the changes involved genes in common to any two successive time points, suggesting sequential waves of new gene expression over time. 

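A small set of genes passed at all 4 times of the first day, and differences between these times were not tested. S100a8 of neutrophils, the cold-inducible RNA-binding protein Cirbp, the matricellular growth factor Ccn2 and the endocytosis gene Ehd1 were higher at all 4 times, and Adh1 was lower. Ccn2 was higher by log2 1.35, 1.92, 1.34 and 1.89 at 2, 6, 12 and 24 h, and Ehd1 by 1.68, 2.16, 2.42 and 2.21 (limma, each past an adjusted p under 0.05). A fit of the groups compared only gave 0 probe sets at 24 h, so that every 24 h call was lost there, that of S100a8 included. The 24 h calls of Ehd1, Cirbp, Ccn2 and Adh1 were also lost in 4, 5, 3 and 5 of 6 fits without 1 array. In all, 8 probe sets passed at every time. At 2 and 6 h, 21 probe sets passed in the same direction, 6.10% of those that passed at either time, at 6 and 12 h 26 (18.8%), and at 12 and 24 h 27 (25.5%). In percent of the later time, these are 29.6%, 28.0% and 67.5%. Among the shared probe sets 18, 23 and 22 were rises, where 0.839, 0.502 and 0.264 would be expected by chance. The shared falls were 3, 3 and 5, against 0.388, 0.0646 and 0.0462 expected. However, all comparisons share the F21 arrays. When groups without change were simulated with an F21 group in common, at most 1 probe set was shared, and the covariance of changes across probe sets, 0.199, 0.225 and 0.229, stood against 0.128, 0.128 and 0.130 in the simulations. The correlation of changes was below that of the simulations at 2 and 6 h (0.471 against 0.498) and above it at 6 and 12 h (0.632 against 0.497) and at 12 and 24 h (0.687 against 0.50). From the share of changes in common between successive times, the paper proposes successive waves of new gene expression.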

Four functional categories of gene expression were overrepresented in the microarray data at 2 hours after birth in room air: transcriptional regulation, structure, apoptosis and antioxidant activity. 

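Single antioxidant genes of the lung rose at 6 h and at 12 h in room air. The metallothioneins Mt1 and Mt2, which bind zinc and scavenge radicals, and the glutathione synthesis gene Gclc rose at 6 h, and Gpx3, a secreted glutathione peroxidase, rose at 12 h. Of 46 antioxidant genes, 3 rose at 6 h and 43 did not pass in limma (4 higher when adjusted over the list alone, Fisher's exact test, adjusted p = 0.097). At 12 h Gpx3 rose by log2 1.51 (standard error 0.37, adjusted p = 0.0413 in limma) and 45 did not pass. At 24 h none passed (4 higher when adjusted over the list alone), with 6 at an unadjusted p under 0.05, all higher, and 2 by the methods' test at 0.01. In lungs of 10% oxygen, whose Gapdh 3' to 5' ratios lay above those of room air, Gpx3 rose by log2 1.78 at 2 h and by 2.02 at 6 h (limma, adjusted p = 0.0104 and 0.00194).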

The presence of antioxidants as a functional gene category correlates with our glutathione disulfide data, which shows the presence of transient oxidant stress in the lung at 2 hours, and suggests a response to a change in the local redox state of the lung as environmental oxygen is altered at birth.

Exposure to 10% oxygen at the end of gestation did not significantly alter baseline gene expression in the fetal lung. 

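Fetal lungs of dams kept in 10% oxygen differed from those of room air in single genes of epithelium, macrophages and mitosis. Scd1, the desaturase of type 2 cells, Lyz2, a lysozyme, Emp2, a membrane protein of type 1 cells, and Cat, the catalase that removes hydrogen peroxide, were lower, and Kif20a and Tgfb1 were higher. Emp2 was at log2 -2.82 (standard error 0.26, adjusted p = 4.54e-07 in limma), Scd1 at -3.71 (adjusted p = 2.05e-04), Lyz2 at -2.83 and Cat at -1.47 (adjusted p = 0.00724, and -0.22 at its other probe set, which did not pass). Kif20a was higher by log2 3.09 (adjusted p = 0.0225 in limma, lost in 3 of 6 fits without 1 array and with the Gapdh covariate) and Tgfb1 by 3.22 (adjusted p = 7.15e-04). Of 14 type 2 cell genes, 4 were lower and none higher, of 24 macrophage genes 5 were lower, of 46 antioxidant genes 6 were lower and 1 higher, and of 41 cell cycle genes 6 were higher. Among the F21 lungs of 10% oxygen, the third had the lowest Sftpb signal (889, against 4959 and 2770) and the highest Gapdh 3' to 5' ratio (9.40). The second had an Alb signal of 2160. The calls of Emp2, Scd1 and Lyz2 were kept in every fit without 1 array. No list passed Fisher's exact test (smallest adjusted p = 0.261), and camera called 6 lists with a preset and 0 with an estimated correlation, fry 10. In all, 494 of 6930 probe sets differed between the F21 lungs of the 2 oxygen levels, 174 higher and 320 lower in 10% oxygen, and 1550 had an unadjusted p under 0.05. The count was 202 in a fit of the 2 groups alone, 171 with the Gapdh 3' to 5' ratio as a covariate, which was chosen after the data were seen, and 189 (without the first array of room air) to 594 when 1 array was left out. The methods' test gave 361 at an unadjusted p under 0.01, and 3 after Benjamini-Hochberg adjustment.

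**Figure D3:**
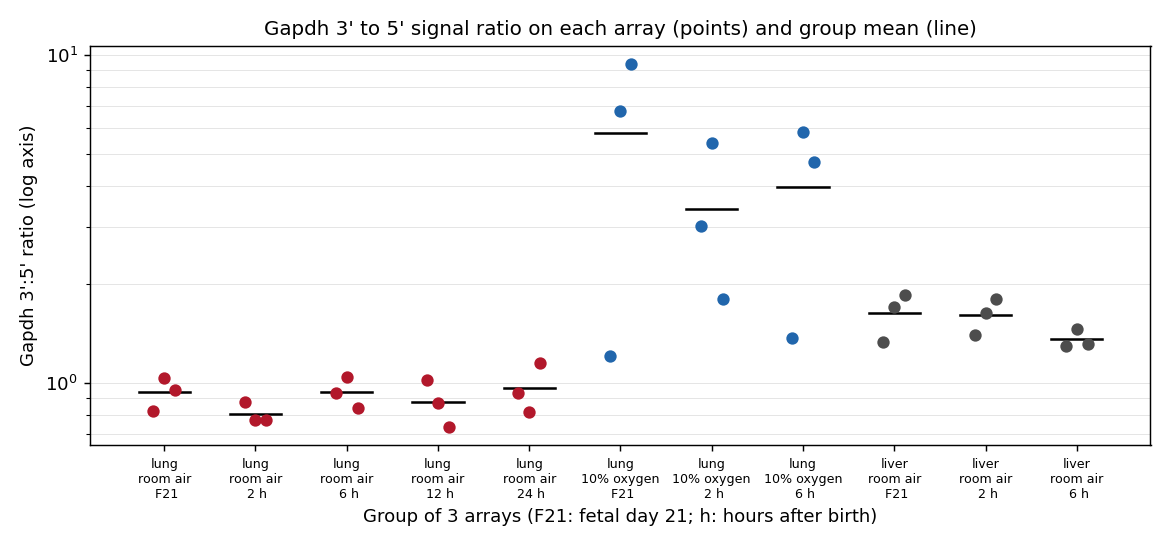
Gapdh 3' to 5' signal ratio (log axis) of each of the 33 arrays, by organ, oxygen level and time. The 9 lungs of 10% oxygen lie between 1.21 and 9.40, above every lung of room air.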

Nor did it adversely impact survival of fetal or newborn mice up to 24 hours after birth suggesting that changes in blood flow, lung stretch, nutrient supply and fluid resorption were similar to that of mice birthed in room air and less likely to differentially impact gene expression. Rather birth into 10% oxygen was associated with a 60% decrease in the number of gene changes at 2 hours, compared to that in room air, elimination of any overrepresented functional category of gene expression and attenuation of glutathione disulfide accumulation. Hence birth into an environment of hypoxia is associated with retention of a gene expression pattern like that of the fetal lung.

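At 2 h, lungs of the 2 oxygen levels shared the rise of Dusp1, Atf3 and Ccn1, an angiogenic matrix protein, and the fall of Cdc20 and Cdk1, which drive mitosis. They parted in Emp2, a membrane protein of alveolar epithelium, and in Fdps, an enzyme of sterol synthesis, which fell in room air and rose in 10% oxygen, each from its own fetal level. At 6 h both oxygen levels raised S100a8, Cdkn1a, Inmt and Scgb1a1, the secretory protein of club cells. Emp2 was at log2 -1.30 in room air and 1.44 in 10% oxygen, an interaction of -2.74 (standard error 0.36, adjusted p = 5.28e-04 in limma), and Fdps at -1.39 and 1.25 (interaction -2.65, adjusted p = 0.00769, and -1.53 at its other probe set, which did not pass). Against the F21 lungs of room air, Emp2 was at -1.38 and Fdps at -0.85 in 10% oxygen, and the fall of Cdc20 at 2 h and the rises of Scgb1a1 and Inmt at 6 h did not pass. At 6 h Scgb1a1 rose by log2 2.15 in room air and by 3.47 in 10% oxygen, and Inmt by 2.71 (lost in 4 of 6 fits without 1 array) and 3.46. The 2 h rise of Atf3 was lost in 3 of 6 in room air and 4 of 6 in 10% oxygen. The 2 h change itself differed between oxygen levels in 33 probe sets (11 higher in room air, 22 lower), with 909 at an unadjusted p under 0.05, and the 6 h change in 1, Odc1 (lost in 10 of 12 fits without 1 array, 595 at an unadjusted p under 0.05). A fit of the groups compared only left 14 and 0, and leaving out 1 array gave 10 (without the third 2 h array of room air) to 66 (without the first F21 array of 10% oxygen) at 2 h. Of the 294 probe sets that passed in room air at 2 h, 219 had the same direction in 10% oxygen, with a median share of 0.232 of the room air change, and of the 71 at 6 h, 67 did, with 0.524. With the roles exchanged, which counters the larger size of selected changes, the shares were 0.281 and 0.356. At both oxygen levels 24 probe sets passed in the same direction at 2 h and 26 at 6 h, where chance gives 3.86 and 2.17. From the lower number of gene changes, the lack of an over-represented category and the smaller accumulation of glutathione disulfide, the paper concludes that birth in hypoxia goes with an expression pattern close to that of fetal lung.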

With birth into room air, there were also fewer gene expression changes in the liver at 2 hours compared to the lung, as well as a lack of overrepresentation of any functional category of gene expression. Interestingly, oxidant stress was not evident in the liver at these early time points after birth as glutathione disulfide did not accumulate. The liver may not be subject to the same magnitude of change in environmental oxygen tension as the lung or it may follow a different time course. The few gene expression levels that did change in common between these two organs could suggest a shared response to the process of birth itself. The majority of unique changes in the lung, however, suggest a lung-specific response likely related to the change in alveolar oxygen content at birth.

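Lung and liver shared a few changes at 2 h, among them the rise of Slc25a25, a mitochondrial ATP-magnesium carrier, and of Retreg1, a receptor for turnover of the endoplasmic reticulum, and the fall of the chaperones Hspa8 and Fkbp4. S100a8 rose in lung and fell in liver. At 6 h both organs raised Cirbp, Retreg1 and Slc25a25. Slc25a25 rose at 2 h by log2 1.94 in lung and 2.21 in liver (limma, adjusted p = 0.0447 and 2.20e-04), and Hspa8 was at -0.72 and -0.95. S100a8 was at log2 1.65 in lung and -0.48 in liver (limma, adjusted p = 0.00206 and 0.0406). Of 5217 probe sets tested in both organs, 250 passed in lung and 39 in liver at 2 h, 4 higher in both, 3 lower in both and 2 in opposite directions, where 0.339 and 0.454 shared ones would be expected by chance. At 6 h the counts were 61 and 76, with 3 higher in both. The median share of the lung change found in liver was 0.078 at 2 h and 0.251 at 6 h. The change itself differed between organs in 71 of 7636 probe sets at 2 h (18 higher in lung, 53 lower) and in 15 at 6 h, with Dusp1 larger in lung by log2 2.86 (adjusted p = 0.0107 in limma) and Smarcad1 at -3.33. At 6 h, neutrophil genes lay above and cell cycle genes below other genes in lung minus liver (camera, adjusted p = 0.00522 for each with an estimated correlation). Leaving out 1 array gave 34 (without the first 2 h lung array) to 65 at 2 h and 7 (without the second 6 h lung array) to 22 at 6 h. From the changes found only in lung, the paper proposes a lung-specific response related to alveolar oxygen.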

The gene exhibiting the greatest change in expression in the lung with birth in room air was the transcription factor Kruppel-like factor 4. Klf4, also known as gut Kruppel-like factor, was initially identified as a tissue-specific gene that inhibited cell proliferation and stimulated differentiation in the gut. The message was highly abundant in colon tissue, particularly in the epithelial cells of the crypts where there is a tight link between growth arrest and differentiation. Klf4 regulates cell proliferation by inhibiting cell cycle progression and inducing growth arrest [6]–[8]. This function is relevant in murine lung development as mesenchymal and epithelial cell proliferation is known to progressively decline starting late in gestation and continuing into the early postnatal period [29]–[31]. Transcription factors regulating this process remain poorly defined but our data suggests a role for Klf4. Hence we focused the reminder of our studies on this transcription factor. Klf4 induces growth arrest in cells via the cell cycle inhibitor p21^cip1/Waf1^ using transcriptional mechanisms to activate the p21^cip1/Waf1^ promoter and to recruit p53 to this promoter [12]. Whether this mechanism is active in the lung fibroblasts or epithelial cells will require further study, but linkage between p21^cip1/Waf1^ and Klf4 is suggested by the fact that Klf4 deficiency causes a decrease in the level of p21^cip1/Waf1^ mRNA expression in the late fetal lung. In addition, cell proliferation persists at birth in fibroblasts and airway epithelial cells.

The role of Klf4 in regulating cell differentiation is well described in the epithelium of the skin of the Klf4 null mouse [9], as well as goblet cells of the cornea [32] and the colon [25]. There is no similar description of Klf4 regulating mesenchymal cell differentiation, even though Klf4 expression has previously been described in the mesenchyme during development [6]. Our data clearly shows that connective tissue gene expression for smooth muscle actin, fibronectin, tenascin C and the alpha 1 chain of Type 1 collagen are Klf4 targets in fibroblasts of the developing lung. And in the absence of Klf4 expression, fibroblast connective tissue gene expression is down-regulated in perinatal lung. The mechanism appears transcriptional in nature, but the exact details await further study. Nonetheless, impaired connective tissue gene expression has at least two distinct biological implications for postnatal lung development. First, the newborn lung is easily ruptured under pressure as the connective tissue matrix that forms the lung scaffold is rudimentary at birth. The tensile strength that accumulates in the postnatal period is largely due to collagen synthesis and deposition [33]. Lack of tensile strength predisposes to excessive lung compliance and emphysema [34]. Second, fibronectin, type 1 collagen and tenascin C expression together with smooth muscle actin defines a specific subpopulation of lung fibroblasts known as the myofibroblast. The cells are known to localize at the tips of secondary saccules and express connective tissue proteins that may be involved with the early postnatal formation of alveoli [28], [35]–[37]. Loss of smooth muscle actin expression in the absence of Klf4 suggests impaired myofibroblast differentiation which may disrupt alveogenesis [28]. Interestingly, smooth muscle actin protein expression in the Klf4 null lung was preserved in vascular smooth muscle cells, which correlates with the known role of Klf4 as a negative regulator of smooth muscle actin gene expression in these cells [38]. Our studies show that Klf4 is a positive regulator of smooth muscle actin gene expression in lung myofibroblasts. Therefore Klf4 differentially regulates smooth muscle actin gene expression in these two lung cell types.

The presence of increased cell death in the Klf4 null lung at birth supports a recently defined role for Klf4 as an inhibitor of apoptosis [12]. Apoptosis is present even in the normal lung at birth where it is believed to play a physiologic role in postnatal lung development [39], [40]. 

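Sgk1, a kinase that protects cells from death, and Nr4a1, a nuclear receptor that can act on mitochondria, were the apoptosis genes that rose at 2 h, and Cdkn1a, a p53 target that halts division, rose at 6 h at 1 of its probe sets. Of 61 apoptosis genes tested, 2 rose at 6 h and 59 did not pass in limma (Fisher's exact test, adjusted p = 0.591). At 12 h none passed, with 7 at an unadjusted p under 0.05 and 1 by the methods' test at 0.01, and at 24 h Sgk1 was higher by log2 2.32 (standard error 0.51, adjusted p = 0.0361 in limma), a call lost in 5 of 6 fits without 1 array, in a fit of the groups compared only, without a filter and in the methods' test. Cdkn1a was at log2 1.66 at 12 h and 1.88 at 24 h (limma, adjusted p = 0.0843 and 0.0596), and did not pass at 2 h either (adjusted p = 0.0685), and its other probe set was at 1.76 at 6 h (adjusted p = 0.0725).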

And our microarray data identified apoptosis-related genes as an overrepresented functional gene category among the 157 genes changes that occurred at 2 hours after birth. The mechanism by which Klf4 inhibits apoptosis is not yet fully resolved, though Klf4 can block Bax, a pro-apoptotic protein, in a p53 dependent fashion, and can directly suppress p53 transcription [12]. The presence of robust induction of activated p53, p21^cip1/Waf1^ and caspase-3 in the Klf4 null lung at birth supports this inhibitory role for Klf4 in apoptosis. While the excessive degree of apoptosis in the Klf4 null lung, compared to normal lung, could contribute to loss of gene expression at birth, the absence of apoptosis in vascular smooth muscle cells within large blood vessels indicates that apoptosis was not a general phenomenon, rather it is cell specific.

The magnitude of apoptosis and induction of p21^cip1/Waf1^ mRNA and protein suggests that the Klf4 null lung may be under stress at birth [41]. Stress from oxidants, exposure to heat, chemical and mechanical forces, and nutrient deprivation is known to activate Klf4 expression [12]. Our data shows that Klf4 mRNA induction in lung fibroblasts exposed to hyperoxia occurs at a transcriptional level in vitro and is not dependent on protein synthesis. The mechanisms mediating this transcriptional regulation will require further study. That oxidant stress plays a role in the response of Klf4 to oxygen in vivo is suggested by the fact that Klf4 mRNA induction in normal lung at birth is associated with transient oxidant stress, and that both Klf4 mRNA induction and the degree of oxidant stress are attenuated with birth in 10% oxygen. Alveolar oxygen is already known to affect antioxidant, cytokine and transcription factor gene expression at birth [42]–[47]. Our study is the first to suggest a physiologic role for oxygen as a regulator of a transcription factor that is required for fibroblast and myofibroblast differentiation in normal postnatal lung development **(** **Figure 14** **)**.

**Figure 14:**
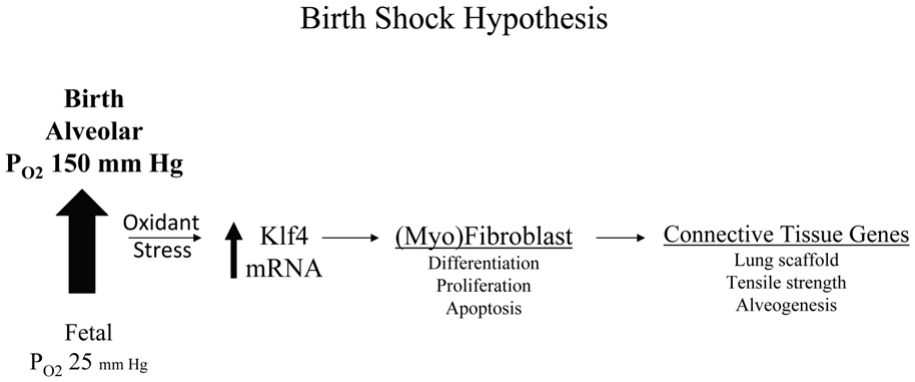
Birth shock hypothesis. We propose that the changing alveolar oxygen at birth changes the local redox state (birth shock) and thereby acts as a physiologic signal to induce Klf4 mRNA expression, which then regulates proliferation and apoptosis in fibroblasts and airway epithelial cells, and connective tissue gene expression and myofibroblast differentiation at the tips of developing alveoli.

Lastly, our Klf4 data in perinatal lung complements existing lung microarray data that found Klf4 to be induced during development [48], [49], post-pneumonectomy [50], and with exposure to cigarette smoke [51] and ozone [52]. Taken together, Klf4 regulated developmental pathways are likely recapitulated during repair of lung injury. Our study extends the role of Kruppel-like family members in lung development beyond Klf2, lung Kruppel like factor [53], [54], and Klf5 [11] and shows that Klf4 serves a distinct role in regulating lung myofibroblast connective tissue gene expression. Since the gene targeted Klf4 null mouse dies within 15 hours of birth, ultimate proof of this birth shock hypothesis awaits conditional deletion of Klf4 expression from lung fibroblasts in the perinatal period.

How the deposited data were processed for this re-analysis (not part of the article)

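RNA of whole lung and liver of C57BL/6J mice had been measured on 33 Affymetrix MGU74Av2 arrays: 24 of lung in 8 groups and 9 of liver in 3 groups, with 3 arrays per group. The authors' deposited table holds MAS5 signal intensities on a linear scale, made by the authors in the Affymetrix software with every chip scaled to a target intensity of 100. It has 12488 probe sets, no missing values and no values at or below 0, and the trimmed mean of each array was 100.0 to 100.1. Detection calls were not used here, so the authors' filter on informative signals was replaced by a filter on signal.

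The 66 control probe sets were left out. Signals under 10 were set to 10 and taken to log2. A probe set was tested when it was among the top 40% of signals on its array in at least 3 arrays of the fit, which left 6930 probe sets for lung, 5691 for liver and 7636 for the fit of both organs. Probe sets were named from the annotation of the array: 10855 carry 1 gene symbol, 396 several and 1237 none, for 8252 genes in all. Between 13.3% and 22.2% of the probe sets of an array lay under the floor.

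Each lung group after birth was compared with the F21 lungs of its own oxygen level, each liver group with the F21 livers, and the F21 lungs of 10% oxygen with those of room air. The difference in the 2 h and 6 h changes between oxygen levels, and between lung and liver, was tested as an interaction. All comparisons used limma 3.58.1 in R 4.3.3 with moderated variances, a trend of variance on signal and Benjamini-Hochberg adjustment, at an adjusted p under 0.05. The lung fit had 16 residual degrees of freedom. The test of the paper's methods was run beside it on log2 and on linear signals at an unadjusted p under 0.01.

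Gene lists were written before the data were examined, 38 in all with 1651 genes, of which 1315 are on the array. With 1 probe set per gene, each list of at least 5 tested genes was tested with Fisher's exact test (one-sided), with camera at a preset correlation of 0.01 and at an estimated correlation, and with fry. The genes named in the text follow a rule written before the data were examined: the 8 largest rises and the 8 largest falls past the threshold without overlap between the groups, the genes the paper names, and up to 4 members of each list with the smallest p. Genes named outside this rule were chosen after their values were seen.

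The number of arrays limits what can be found. The procedure was tested on simulated data with 200 changed probe sets: in the interaction of oxygen level at 2 h, 11% of changes of log2 1 and 54% of changes of log2 2 were recovered, and between lung and liver 6% and 36%. Sample numbers do not mark littermates or batches, so that arrays were not paired.

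Alternatives to these choices were a floor of 1, a pseudocount of 16, quantile normalization, no filter, a filter of the top 30% by median signal (3727 probe sets), a fit of the groups compared only, a block on sample number, the F21 lungs of room air as the baseline, the methods' test with and without adjustment, and leaving out each array. After the data were seen, the Gapdh 3' to 5' ratio as a covariate, array weights, and the methods' test on linear signals with the top 30% filter were added. Northern blots, tissue sections, glutathione measurements and cell culture were not analysed here.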

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

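The tests on the F21 lungs and on Klf4 below were chosen only after the results were seen.

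The change from F21 to 2 h differed between room air and 10% oxygen in 33 probe sets by the test of the difference itself, and the change to 6 h in 1, Odc1. Between lung and liver the 2 h change differed in 71 probe sets and the 6 h change in 15. Among 100 splits of the same arrays, 15, 17, 9 and 14 gave counts as large, the real ones included, with up to 1647, 1255, 1955 and 3171 probe sets. Splits with several times the real count point to a structure of the samples: they exchange arrays between oxygen levels or organs and so hold the difference between these itself, and say nothing on what chance gives for the difference in the changes.

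The 2 h change of Klf4 was larger in lung than in liver by log2 3.37 in the test of the difference, a value with no exact meaning, since the liver signal was near background (29.0 at F21 and 15.3 at 2 h, with 1 array at 8.2, under the floor).

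Klf4 varied between mice of 1 group and was higher after birth in 10% oxygen as well. Across 24 lung arrays, its deviations from the group means correlated with the mean of 33 immediate early genes (Pearson's r = 0.5255, permutation p = 0.00511, and rho = 0.577), with 0.531 in room air and 0.530 in 10% oxygen, and 4.65% of probe sets had an r as high. For the differences between mice of 1 group, RNA quality is a candidate explanation in 10% oxygen. There the deviations of Klf4 followed those of the log2 Gapdh 3' to 5' ratio (r = 0.8652, exact permutation p = 0.0185), against 0.120 in room air. A response shared with immediate early genes is another candidate, and at a given ratio the correlation with these was 0.341 in 10% oxygen and 0.522 in room air. Neither explanation is excluded for these differences. Deviations from group means leave out the rise after birth, so these correlations cannot decide on it. The mean ratio in 10% oxygen was 5.80 ± 4.18 (SD) at F21, 3.40 ± 1.82 at 2 h and 3.97 ± 2.32 at 6 h. The ratio was thus not higher after birth, but its spread is too wide to decide either. Whether the oxygen level at birth changes the 2 h response of Klf4 stays open, since the difference had an adjusted p of 0.357 and an interval of log2 0.07 to 2.83.

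In lungs of 10% oxygen, which the paper reports to have no category with more changes than expected, 13 cell cycle genes were lower at 6 h and 8 immediate early genes were higher at 2 h, a signal outside the genes the paper discusses there. The second F21 lung of 10% oxygen had an Alb signal of 2160, against at most 259 in the other lungs, and 7 of 9 hepatocyte genes lay above every other lung array, at a median of 1.28% of the liver level.

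The F21 lungs of 10% oxygen and of room air differed in 494 probe sets. Liver tissue in the second array as the whole cause is argued against by 356 changed probe sets without that array. RNA quality as the whole cause stays open. With the Gapdh 3' to 5' ratio in the fit, a median share of 0.8819 of the change remained (quartiles 0.686 and 1.10). Then 171 passed, 112 of them among the 494, as the median standard error grew from 0.417 to 0.537. This fit cannot decide, since every lung of 10% oxygen lay above every lung of room air in the ratio. Separate processing of the 10% oxygen arrays stays open: 0 of 15 room air lungs had a BioB spike signal within the range of the 10% oxygen lungs, 370.1 to 431.9, but room air lungs lay on both sides of it, at 73.9 to 529.4, so that BioB does not part the oxygen levels. The median signal of an array did part them, at 52.4 to 60.5 in lungs of 10% oxygen and 40.6 to 51.2 in those of room air. The exposure of the dam stays among the open explanations, as untested.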

How the results depend on the processing

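The covariate, the array weights and the methods' test on linear signals with the top 30% filter were chosen only after the results were seen. The arrays limit what can be told: each group has 3, between 13.3% and 22.2% of signals lay under the floor, and the lungs of 10% oxygen vary more than those of room air, so that the pooled spread calls more there. Over the alternatives set beforehand, apart from leaving out arrays, 207 results for counts, lists and Klf4 were the same, 87 moved, 6 passed the test anew and 5 no longer passed. Of 343 named genes past the threshold, 338 kept their call with a floor of 1, 331 with a pseudocount, 316 with quantile normalization, 324 with a block on sample number, 248 without a filter, 226 in a fit of the groups compared only and 139 with every array left out in turn. The rise of Klf4 at 2 h in room air passed under all of these. Of 294 named genes to which the methods' test applies, 176 kept their call on log2 signals at an unadjusted p under 0.01. On linear signals 164 did, and on log2 signals after Benjamini-Hochberg adjustment 9. With array weights 206 of 289 kept it. Sample numbers do not pair mice: 5 of 84 pairs of lung arrays with the same number had a correlation above 0.1, and 0 of 9 in liver (mean 8.15e-04 and 0.0221). Where a value below has no stated reason, the cause was not tested.

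Counts are given in the order room air 2, 6, 12 and 24 h, 10% oxygen 2 and 6 h, liver 2 and 6 h, the F21 lungs, oxygen difference 2 and 6 h, and organ difference 2 and 6 h, against 294, 71, 93, 40, 184, 437, 52, 105, 494, 33, 1, 71 and 15, and only counts that moved are listed. The methods' test at an unadjusted p under 0.01, which adjusts for nothing, gave 464, 302, 265 and 154, 217 in 10% oxygen at 6 h, and 177 and 211 in liver on log2 signals, and 453, 319, 275, 167, 242, 175 and 218 on linear signals. After Benjamini-Hochberg adjustment it gave 22, 2, 0, 0, 0, 0, 0 in liver at 2 h, 21 at 6 h and 3 for the F21 lungs, where the counts at an unadjusted p under 0.05 were 822, 705, 1190, 1470 and 688 in limma for those at 0. Linear signals with the top 30% filter gave 220 at 6 h, 185 at 12 h and 95 at 24 h, 172 in 10% oxygen at 6 h, 122 in liver at 2 h and 249 for the F21 lungs.

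Without a filter, which adjusts over more probe sets, 6, 12 and 24 h gave 46, 51 and 22, liver 13 and 35, and the 6 h oxygen difference 0. With the top 30% by median, 24 h gave 81, liver 25 and 56, the 6 h oxygen difference 0 and the 6 h organ difference 25. The fit of the groups compared only gave 149 at 6 h and 0 at 24 h, 51 and 85 in 10% oxygen, whose own spread is larger, 202 for the F21 lungs, 14 and 0 for the oxygen difference and 111 and 59 for the organ difference. Array weights gave 626, 213, 231 and 163, 20 and 95 in 10% oxygen, 14 and 0 for the oxygen difference and 132 and 45 for the organ difference. The covariate gave 64 at 24 h, 171 for the F21 lungs and 24 for the 6 h organ difference. The block gave 21 and 0 for the oxygen difference and 23 for the 6 h organ difference. The 6 h oxygen difference, Odc1 alone, fell to 0 with a floor of 1 and with a pseudocount, and the 6 h organ difference was 27 with a pseudocount. With the F21 lungs of room air as the baseline, 10% oxygen at 2 h gave 376.

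Klf4 at 6 h in room air, log2 1.78 and short of the test, passed at 1.78 with the methods' test on log2 signals, the top 30% filter, the groups compared only, the weights and the covariate, and at 1.80 on linear signals with either filter. At 12 h it passed at 1.45 with the methods' test on log2 signals, the groups compared only and the weights, and at 1.52 with the covariate, and at 24 h at 1.57 with the weights and 1.54 with the covariate. In 10% oxygen at 6 h it no longer passed at 1.65 without a filter, with the groups compared only, the weights and the methods' test on log2 signals with or without adjustment, and at 1.52 on linear signals with either filter.

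Of 103 named genes of 10% oxygen, 33 kept their call, 53 lost it and 17 reversed against the F21 lungs of room air: at 2 h Scd1 -0.50, Zbtb12 0.52, Irf7 -0.21, Lyz2 -0.54, Emp2 -1.38, Hp -0.19, Ighd -0.29 and Fdps -0.85, and at 6 h H1f10 0.86, Hbegf -0.057, Chil1 -0.051, Lyz2 -0.53, Scd1 -1.43, C1qc -0.027, Ighd -0.33, Pax5 -0.32 and Hp -0.27. Sftpc in the 2 h oxygen difference was 0.081 after quantile normalization. Another probe set of the same gene had the other sign for Dctpp1 (0.0063) and Nup85 (0.39) at 2 h, Angptl4 (-0.20) at 12 h, Txnip (-0.61) and Lcn2 (-0.11) in 10% oxygen at 2 h, Snx2 (0.33) in the F21 lungs, Cryl1 (-1.21) in the 2 h oxygen difference, and Slc23a3 (-0.032) and Tubb2a (-0.48) in the organ difference at 2 and 6 h.

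Lists past Fisher's exact test were 2 at 2 h, 5 at 6 h and 0 at 12 h after quantile normalization, 0 at 12 h, 2 in 10% oxygen at 2 h and 1 in liver at 6 h without a filter, and 2 at 2 h, 2 at 12 h, 2 and 3 in 10% oxygen, and 0 and 2 in liver with the calls of the methods' test. Lists past camera went with the estimated correlation, which widens the null, from 10 to 0, 14 to 5, 7 to 3, 5 to 1, 17 to 3, 14 to 4, 8 to 0, 7 to 1, 6 to 0, 6 to 0, 4 to 1, 7 to 0 and 15 to 3 in the order above, and in fry to 8, 3 and 1 at 6, 12 and 24 h, 10 for the F21 lungs, 0 and 1 for the oxygen difference and 4 for the 6 h organ difference. Quantile normalization left 2 for the 2 h oxygen difference in camera. The share of changes in common, with the calls of the methods' test, was 9.76% at 2 and 6 h and 12.4% at 12 and 24 h. With persistent genes held to the test at 6 h, 18 were persistent and higher and 3 persistent and lower.

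Leaving out 1 array gave 106 to 265, 21 to 45, 36 to 51, 6 to 123, 73 to 267, 266 to 501, 13 to 126, 44 to 70, 189 to 594, 10 to 66, 0 to 5, 34 to 65 and 7 to 22 in the order above. More than 1.5 times was moved by 5 of 6 arrays at 2 h, all 6 at 6, 12 and 24 h and in liver at 2 h, 4 and 1 in 10% oxygen, 5 in liver at 6 h, 3 for the F21 lungs, and of 12 arrays each 11 and 11 for the oxygen difference and 7 and 4 for the organ difference. For Klf4 the ranges were log2 2.38 to 2.55, 1.63 to 1.98, 1.26 to 1.71 and 1.04 to 1.93 in room air, 0.46 to 1.58 and 1.08 to 2.02 in 10% oxygen, -0.29 to 0.65 for the F21 lungs, 0.89 to 2.01 and -0.24 to 0.70 for the oxygen difference, and 3.07 to 3.64 and 1.62 to 2.33 for the organ difference.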

Differences from the paper's values

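The added settings named below were chosen only after the values were seen. The paper counts genes at an unadjusted p under 0.01 after its own filter on informative signals, and the counts below are at an adjusted p under 0.05 in limma unless said otherwise.

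At 2 h in room air the paper gives 157 changed genes, and 294 probe sets passed here. Counted with 1 probe set per named gene, 224 genes passed, which lies within 1.5 times of the paper's value. That count leaves out probe sets without a gene name. Of the alternatives set before the data were examined, the one without a filter, 216, lies within 1.5 times of the paper's value. A floor of 1 (280), a pseudocount (312), quantile normalization (262), the top 30% by median (329), the groups compared only (408), a block on sample number (285) and the methods' test on log2 signals (464, or 22 after adjustment) and on linear signals (453) do not. At 6 h in room air the paper gives 113, and 71 probe sets passed here, or 57 genes with 1 probe set per named gene. A pseudocount (77), the top 30% by median (103) and the groups compared only (149) lie within 1.5 times, as does the covariate (90), which was chosen after seeing the values and keeps the call of Klf4 at 2 h. A floor of 1, quantile normalization, no filter, the block and the methods' test do not.

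In 10% oxygen the paper gives 65 at 2 h and 80 at 6 h, and 184 and 437 probe sets passed here. With 1 probe set per named gene these were 149 and 343 genes. The groups compared only (51 and 85) lie within 1.5 times of both, and so do array weights at 6 h (95), which were chosen after seeing the values and drop the call of Klf4 in 10% oxygen. The methods' test at the paper's threshold gave 189 and 217 on log2 signals and 190 and 242 on linear signals, and the other alternatives also differ. The paper gives a decrease of 60% in the number of changes in 10% oxygen at 2 h, and here it was 37.4%. The top 30% by median (57.1), the groups compared only (87.5), the block (44.9) and the methods' test on log2 (59.3) and linear signals (58.1) lie within 1.5 times, as do linear signals with the top 30% filter (58) and the covariate (43.1), chosen after seeing the values, and the other alternatives do not. Quantile normalization gave a decrease of 17.6%. Without a filter the direction turned, with 235 changes in 10% oxygen and 216 in room air (-8.8%). With the F21 lungs of room air as the baseline, 10% oxygen gave 376, against 294 in room air.

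The paper expects 40 changes by chance at 2 h, and 69.3 are expected among the probe sets tested here, or 37.27 with the top 30% by median. The paper states a Gapdh 3' to 5' ratio of about 1, and the median over the lungs of 10% oxygen was 4.72. No alternative applies to it.

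The paper names Klf4 as the gene with the greatest rise at 2 h. Here it was the rise of rank 23 in limma, where 13 of the 22 larger rises were of probe sets whose names mark probes picked with some design rules dropped and 6 had a signal under the floor on an F21 array, and it had the smallest p in the methods' test on linear signals. The paper states that Klf4 did not change in 10% oxygen, and here it passed at 6 h at log2 1.65 (adjusted p = 0.0367 in limma) and not at 2 h. In the methods' test it did not pass at 6 h on log2 or linear signals (p = 0.0658 and 0.0526, against an unadjusted p of 0.0019 in limma), as the paper has it, and its Northern blots are described with an induction in 10% oxygen that is shifted to a later time. The paper finds its 4 categories over-represented at 2 h in room air, and Fisher's exact test over the lists used here passed for 0 of those 4, with adjusted p values of 0.195, 0.86, 0.863 and 1. It finds none over-represented in 10% oxygen or in liver. In Fisher's exact test 5 lists passed at each time in 10% oxygen, among them structure at 6 h. In liver 1 and 5 passed, none of them one of its 4 categories. Camera with an estimated correlation called 3 and 4 lists in 10% oxygen, without structure at 6 h, and 0 and 1 in liver. It states that 10% oxygen before birth made no significant change to expression in the F21 lungs, and 494 probe sets differed here. It describes a steady decline in the number of changes after 2 h. In limma 12 h had more than 6 h (93 and 71), also with the other settings of floor, normalization, filter and block. The BioB spike signal at 2, 12 and 24 h lay below that at F21 and 6 h, and an effect of this on the counts was not tested. The fit of the groups compared only gave 408, 149, 109 and 0 at 2, 6, 12 and 24 h, a decline throughout. The methods' test gave 464, 302, 265 and 154.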

Other observations

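None of the tests of an explanation in this part was chosen after the result was seen.

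In lungs of 10% oxygen at 6 h, genes of several immune cells were higher than at F21. Of 24 macrophage genes 4 rose (7 when adjusted over the list alone), and of 11 B cell genes 4 rose (5 when adjusted over the list alone), with adjusted p values of 0.00143 and 0.0108 in camera with an estimated correlation. Tyrobp, an adaptor of myeloid receptors, rose by log2 1.12 and Ctss, a lysosomal protease, by 1.14 (limma, adjusted p = 0.0228 and 0.0314). Against the F21 lungs of room air the macrophage genes C1qc and Lyz2 and the B cell genes Ighd and Pax5 reversed their sign, Tyrobp, Ctss and Saa3 did not pass, and the Gapdh 3' to 5' ratio of these arrays was above that of room air. Saa3, an acute phase protein, rose by 3.72 (adjusted p = 0.00138 in limma).

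Of 31 hypoxia-inducible genes in the same lungs, 2 rose and 4 fell at 6 h (3 and 6 when adjusted over the list alone, Fisher's exact test, adjusted p = 0.0553). Edn1, the vasoconstrictor endothelin 1, rose by log2 3.27 (adjusted p = 9.42e-04 in limma), but its other probe set was at 0.71 (adjusted p = 0.332), the call was lost in a fit of the 2 groups alone, and against the F21 lungs of room air it was at 0.99 and did not pass. The glycolytic genes Pgam1 and Ldha were at log2 -2.27 and -1.33 against the F21 lungs of 10% oxygen.

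At 2 h in room air, 10 of 25 ribosomal protein genes were lower, with a median of log2 -0.72. Bright probe sets lowered alike are argued against as the whole cause, since 0.01% of 10000 random lists matched on signal had a median as low (matched median -0.26). The signal distribution of the 2 h arrays stays open: after quantile normalization the median was -0.2203 and 3 genes were lower, a value between the 2 bounds set beforehand. No biological explanation was tested.

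With 3 arrays against 3 there are 10 splits, too few for a share under 0.05, and in each comparison only 1 split, the real one, gave a count as large. The real count and the highest of the other splits were 294 and 0 at 2 h, 71 and 1 at 6 h, 93 and 0 at 12 h and 40 and 1 at 24 h in room air, 184 and 29 at 2 h and 437 and 70 at 6 h in 10% oxygen, 52 and 0 at 2 h and 105 and 0 at 6 h in liver, and 494 and 1 for the F21 lungs of the 2 oxygen levels.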
